# Comprehensive analysis of phenotypes and transcriptome characteristics reveal important contribution of chronic stress and inflammation in the pathogenesis of acne

**DOI:** 10.1042/BSR20260230

**Published:** 2026-07-24

**Authors:** Shuyun Yang, Chunyan Luan, Ling Xu, Yunjing Pu, Lu Xing, Xiaolan Li

**Keywords:** acne vulgaris, chronic stress, inflammation, skin transcriptome

## Abstract

Acne vulgaris is a common chronic inflammatory skin disorder with a multifactorial pathogenesis involving genetic predisposition, hormonal regulation, microbial factors, and the cutaneous immune microenvironment. In recent years, psychosocial influences and their association with acne onset and progression have drawn increasing attention. Chronic stress may disturb immune homeostasis via neuroendocrine regulatory pathways and thereby contribute to acne pathophysiology. However, the molecular mechanisms by which chronic stress modulates acne development and exacerbation remain unclear. In the present study, we established a chronic stress-induced murine model of acne to characterize stress-related behavioral alterations, skin histopathological changes, serum corticosterone levels, and inflammatory mediators profiles in both serum and skin tissue. We further performed transcriptomic profiling to identify differentially expressed genes and to elucidate candidate regulatory pathways and molecular targets. Our findings indicate that chronic stress indeed contributes to the pathological progression of acne. However, stress hormones do not appear to directly drive inflammatory worsening. Instead, transcriptomic analysis indicated that chronic stress may play an important role in complex neuroendocrine–metabolic–immune interactions involved in acne exacerbation. These preliminary results provide experimental evidence exploring the role of chronic stress in acne pathogenesis and suggest potential targets for acne prevention and treatment.

## Introduction

Psychological stress triggers a cascade of physiological and pathological changes involving the hypothalamic–pituitary–adrenal (HPA) axis, the sympathetic nervous system, and the peripheral nervous system, all of which are closely associated with the onset and progression of various diseases [1]. Clinical observations have shown that psychological stress, anxiety, and depression can impair skin health and function, inducing or exacerbating skin disorders such as psoriasis, allergic skin diseases, acne vulgaris, hair disorders, and vitiligo. In turn, these appearance- or life-impacting skin diseases further compromise patients' emotional and psychological well-being [2]. A bidirectional interaction between the skin and the brain is increasingly recognized, giving rise to the concept of the ‘brain–skin axis’ [3]. Stress and the skin influence each other through multiple mechanisms to promote the development and progression of skin diseases; however, the precise pathogenic mechanisms remain unclear.

Acne vulgaris, the eighth most prevalent disease worldwide, primarily affects adolescents and may persist into adulthood in some individuals. In severe cases, it causes significant facial disfigurement and imposes substantial burdens on patients’ work and social lives [4]. Previous studies have demonstrated a definite correlation between acne severity and perceived stress levels, identifying psychological stress as a key risk factor for acne exacerbation [5]. Notably, the interaction between psychological factors and acne pathophysiology may be mediated through the release of neuropeptides and hormones, which activate abnormal cellular functions involved in acne development. For instance, stress-induced increases in glucocorticoids and androgens stimulate hyperactivity of the sebaceous glands, leading to increased sebum production, follicular obstruction, and amplification of cutaneous inflammatory responses. In addition, the release of stress-related neuropeptides can promote the production of proinflammatory cytokines, substance P, and lipids, thereby worsening acne [6,7]. Stress may also disrupt the skin microbiome, causing dysbiosis of commensal microorganisms, impairing skin barrier function, and activating innate immune responses that further drive inflammatory progression [8]. Recent studies have shown that psychological and emotional well-being is associated with the abundance of *Cutibacterium acnes* (*C. acnes*) in the skin, with lower stress levels and more positive emotional states correlating with higher abundance of this bacterial species [9]. Current treatments primarily focus on alleviating clinical symptoms and reducing lesion severity, without addressing underlying psychological factors. Therefore, elucidating the mechanisms by which stress exacerbates acne is crucial for breaking the vicious cycle between psychological stress and acne progression.

With the deepening of research in traditional Chinese medicine, numerous studies have confirmed that extracts or monomers from Chinese herbs have the potential to treat inflammatory skin diseases. For example, triptolide derivatives can specifically target the NLRP3 inflammasome and inhibit downstream inflammatory responses, which may serve as a potential strategy for acne treatment [10]. Sappanone A, a monomer isolated from *Caesalpinia sappan*, exhibits significant anti-inflammatory and immunomodulatory properties, presenting the advantages of high efficacy and low toxicity in the treatment of psoriasis [11]. Other monomers (such as resveratrol, curcumin, and epigallocatechin gallate) have been demonstrated in animal models and clinical trials to regulate the Th17/IL-17 axis, inhibit keratinization, alleviate perifollicular inflammatory responses and follicular duct obstruction [12,13]. Meanwhile, their antioxidant effects can also improve the oxidative stress microenvironment of the skin under pressure. Additionally, studies have indicated that the kidney - tonifying formula EXD and its specific chemical markers exert antidepressant effects by regulating monoamine neurotransmitter levels, inhibiting neuroinflammation, enhancing synaptic plasticity, providing neuroprotection, and modulating the HPA axis [14]. Compared with chemical drugs, traditional Chinese medicine has advantages in reducing dependence and lowering recurrence rates. Moreover, it acts on a larger number of targets simultaneously, making it a promising and ideal intervention for the regulatory network of the ‘brain–skin axis.’ However, there is currently a lack of research evidence regarding gene expression and molecular mechanisms.

In the present study, we employed a restraint stress model to simulate chronic psychological stress combined with a classical mouse model of acne vulgaris, together with high-throughput RNA sequencing and phenotypic validation, to analyze regulatory pathways and differentially expressed genes (DEGs) associated with acne progression under stress conditions. By integrating molecular and phenotypic data, the present study aims to provide experimental evidence for the role of chronic stress in acne pathogenesis and to identify potential molecular targets for future investigation.

## Materials and methods

### Animals

Male C57BL/6J mice (6–8 weeks old) were obtained from the Laboratory Animal Center of Kunming Medical University. All animal procedures were reviewed and approved by the Animal Welfare Ethics Review Committee of the Second Affiliated Hospital of Kunming Medical University (approval number: kyfey2025027). Mice were housed under specific pathogen-free conditions with a 12 h light/dark cycle, an ambient temperature of 22°C–24°C, a humidity of 50%–60%, and free access to food and water. Each mouse was tail-marked for individual identification. Mice were randomly divided into four groups (*n* = 14 per group): normal control (Control), stress-only (Pressure), acne model (Acne), and stress-exposed acne (Acne_Pressure). Among these 14 mice, ears were allocated as follows: four mice per group were used for transcriptome sequencing, four for hematoxylin–eosin (H&E) staining, and six for ear tissue enzyme-linked immunosorbent assay (ELISA). Body weight was recorded daily. At the study endpoint, the 14 mice in each group underwent behavioral testing, after which blood was collected for serum ELISA. All mice were euthanized by cervical dislocation under isoflurane anesthesia (1.5% in oxygen).

### Acne model and restraint stress

All mice were acclimated for three days prior to the start of experiments and received a daily topical application of synthetic sebum (20 μl per ear; Biochemazone, Cat# BZ328, composition: 17% fatty acids, 44.7% triglycerides, 25% jojoba oil-based wax monoesters, 12.4% squalene) to the left ear from the start of the experiment until tissue collection. The sebum was applied using a micropipette to ensure uniform coverage and was administered at the same time each day. Mice in the Acne and Acne_Pressure groups received an intradermal injection of 20 μl live *C. acnes* suspension (1 × 10^9^ CFU/ml) into the left ear, whereas mice in the Control and Pressure groups received an equal volume of PBS in the left ear (Days 4, 6, 8, 10, 12). The right ear of all mice was injected with 20 μl PBS and served as a negative control. Mice in the Pressure and Acne_Pressure groups were additionally subjected to restraint stress for 6 h per day in well-ventilated restraint tubes (Days 7–13). This 6-h daily restraint protocol is a well-established paradigm for modeling chronic psychological stress in rodents. During restraint, mice had no access to food or water.

### Behavioral tests

All behavioral tests were performed on Days 14–16 of the experiment. The testing order was open field test, elevated plus maze, and Morris water maze, with 24 h between tests. All experiments were conducted in a quiet room under dim lighting, and apparatuses were cleaned and disinfected before each trial.

Open field test: Mice were placed in an open square arena divided into a central zone and a peripheral zone. Each mouse was placed in the center and allowed to explore freely for 5 min while being recorded by a video-tracking system. The main outcome measures included total distance traveled (locomotor activity) and the time spent in and number of entries into the central zone (anxiety indices).

Elevated plus maze test: The apparatus consisted of two open arms and two closed arms, elevated 70 cm above the floor. Mice were placed in the central intersection facing an open arm, and behavior was recorded for 5 min. Time spent in the open arms, number of entries into the open arms, and total arm entries were analyzed.

Morris water maze test: The apparatus consisted of a circular pool divided into four quadrants, with a hidden platform submerged 1 cm below the water surface in one quadrant. Visual cues were placed around the pool. During training, mice were released from different quadrants and allowed up to 60 s to locate the hidden platform and remain on it for 15 s. If a mouse failed to find the platform within 60 s, it was guided to the platform and allowed to remain there for the same duration. During the probe trial, the platform was removed, and mice were released from a random starting point. Escape latency, number of crossings over the former platform location, and percentage of time spent in the target quadrant within 60 s were recorded.

### Hematoxylin–eosin staining

Ear tissues from mice in each group (*n* = 4 per group) were fixed overnight in 4% paraformaldehyde (Guangfu, CNAB035-Q), dehydrated through a graded ethanol series (Sichuan Xilong, CAS 64-17-5), cleared in xylene (Sichuan Xilong, CAS 1330-20-7), infiltrated with paraffin, and embedded in paraffin blocks. Tissues were sectioned at 3 μm. Sections were stained with hematoxylin (Servicebio, G1004) and eosin (Solarbio, G1108) and mounted with neutral resin (Sinopharm, 10004160). Representative areas were selected and examined under a light microscope (Nikon Eclipse Ci-L).

### Transcriptome sequencing analysis

Total RNA was extracted, and library construction and high-throughput RNA sequencing were performed by LC Bio Technology using the illumina Novaseq™ 6000. DEGs were identified using edgeR (v3.40.2) with the cutoff criteria of |log_2_ fold change| >1 and adjusted *P*-value <0.05. Gene Ontology (GO) and KEGG enrichment analyses and GSEA were performed for the following comparisons: Acne versus Control, Acne_Pressure versus Acne, Pressure versus Control, and Acne_Pressure versus Pressure.

### Enzyme-linked immunosorbent assay

The following kits were used: Mouse Corticosterone ELISA Kit (MEIMIAN, MM-0565M1), Mouse IL-1 ELISA Kit (MEIMIAN, MM-0039M1), Mouse IL-6 ELISA Kit (COIBO, CB10187-Mu), Mouse IL-8 ELISA Kit (MEIMIAN, MM-43835M1), and Mouse TNF-α ELISA Kit (MEIMIAN, MM-0132M2). Cell Counting Kit-8 (Elabscience, E-CK-A362), Human IL-8 ELISA Kit (MEIMIAN, MM-1558H1), Human TNF-α ELISA Kit (MEIMIAN, MM-0122H1). All standards and samples were diluted according to the manufacturers’ instructions and added to the plates, followed by incubation at 37°C. After washing the plates five times with wash buffer, enzyme conjugate was added, followed by a second incubation and washing step. Substrates A and B were then added and incubated in the dark for 10 min for color development, and the reaction was finally stopped with a stop solution. Absorbance was measured using a microplate reader. For *in vitro* experiments, cytokine concentrations in cell culture supernatants were normalized to total protein content in the corresponding cell lysates.

### Cell culture and treatments

HaCaT human-immortalized keratinocytes were cultured in complete DMEM medium (10% FBS and 1% penicillin–streptomycin) at 37°C with 5% CO_2_. For experiments, cells were divided into the following groups: a normal control group cultured under standard conditions; a model group treated with heat-inactivated *C. acnes* at a multiplicity of infection of 1:100; and model cells treated with cortisol at concentrations of 10, 100, 500, or 1000 nM. The cortisol concentration range was selected based on human physiological serum cortisol levels (normal morning range: ∼138–690 nM) and stress-induced levels reported in the literature (1000 nM corresponds to severe/chronic stress conditions). After treatment, culture supernatants were collected for cytokine measurement, and cells were lysed for total protein quantification.

### CCK-8 assay

Cells were seeded into 96-well plates at 100 μl per well and cultured for 24 h. Wells with uniform cell density were selected for grouping and treatment, and cells were cultured for 0, 12, 24, 36, 48, 60, and 72 h. At each time point, 10 μl of CCK-8 reagent was added to each well. After incubation for 2 h at 37°C, absorbance was measured at 450 nm using a microplate reader. Each experiment was performed with three independent biological replicates.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism. All data are presented as mean ± SEM. For the animal experiments, data were analyzed by two-way analysis of variance (ANOVA), followed by the Bonferroni post hoc test for multiple comparisons. For the *in vitro* experiments, comparisons among groups were performed using one-way ANOVA followed by Tukey’s post hoc test. A *P*-value <0.05 was considered statistically significant. Sample sizes (*n*) for each experiment are indicated in the corresponding figure legends.

## Results

### Stress-induced behavioral changes and skin pathology in acne mice

To investigate whether stress promotes acne progression and its potential mechanisms, a mouse acne model was established by intradermal injection of *C. acnes* into the ears of C57BL/6J mice. During model establishment and behavioral testing, ear features of all groups were photographed, and at the experimental endpoint, left and right ear tissues were collected for analysis (Figure 1A). Gross observation revealed that the ears of control mice appeared smooth and intact, indicating healthy skin. In the acne model group (Acne), local erythema, rough epidermis, and signs of inflammation were observed in the ear tissue. In the stress-exposed acne group (Acne_Pressure), ear erythema was more pronounced, with visible tissue damage and epidermal roughness, indicating aggravated disease progression in this group. Daily body weight measurements showed a downward trend in the Acne_Pressure group (Figure 1B). Behavioral tests revealed that the Acne_Pressure group showed a pronounced decrease in anxiety index and a significantly prolonged escape latency in the water maze (Figure 1C–E and Supplementary Figure S1A–C), suggesting the successful establishment of a chronic stress model in acne mice.

**Figure 1:**
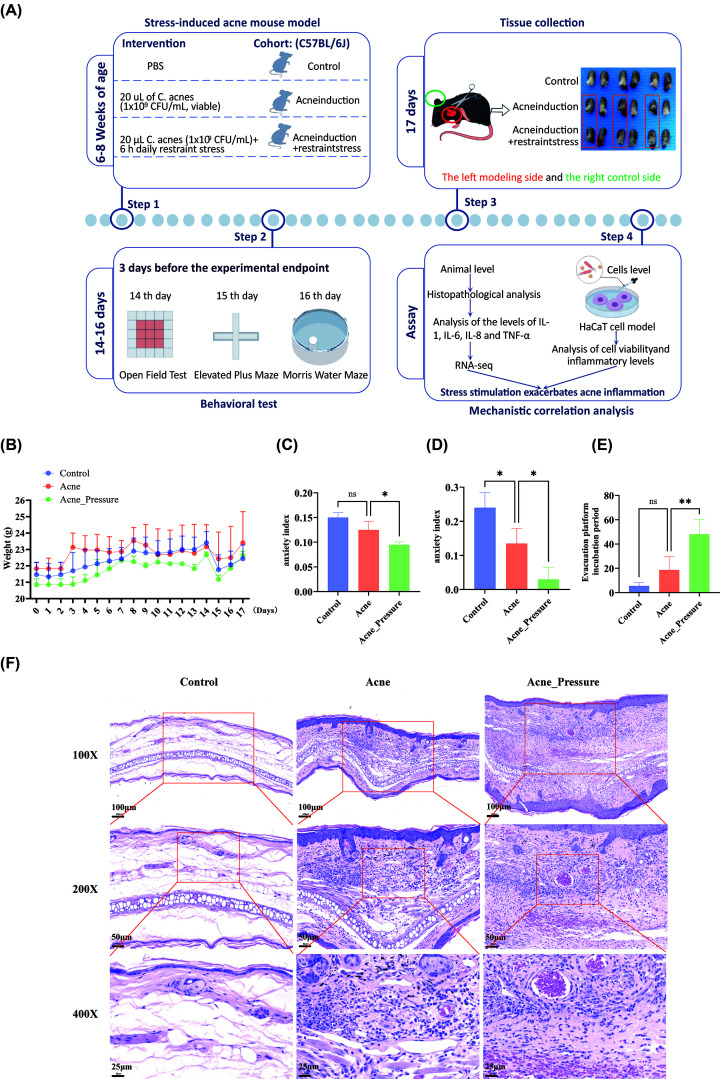
Stress exposure affects mouse behavior and exacerbates histopathological changes in acne mice (**A**) Schematic diagram of the experimental procedure. (**B**) Body weight measurements of mice in each group during the experiment (*n* = 14 per group). (**C**) Open field test results (*n* = 14 per group). (**D**) Elevated plus maze results (*n* = 14 per group). (**E**) Escape latency in the Morris water maze (*n* = 14 per group). (**F**) H&E staining showing histopathological changes in ear tissues; scale bars: 100 μm at 100×, 50 μm at 200×, and 25 μm at 400× (*n* = 4 per group). All data are presented as mean ± SEM. Data were analyzed by two-way ANOVA followed by Tukey’s post hoc test. *P<0.05, **P<0.01; ns, not significant.

Histopathological analysis of left ear tissues using H&E staining (Figure 1F) revealed that control mice had intact epidermal layers and clear dermal structures, with no obvious inflammatory cell infiltration, edema, or structural disruption, consistent with normal skin morphology. The Acne group exhibited mild epidermal thickening and a small number of inflammatory cells in the dermis. In the Acne_Pressure group, epidermal thickening was more pronounced, dermal inflammatory infiltration was more extensive and dense, and localized tissue swelling and pathological structural changes were evident. These results demonstrate that chronic stress can promote the exacerbation of acne inflammation and pathological tissue changes.

### Stress-induced behavioral changes and skin pathology in acne mice

Extensive studies have shown that stress can activate the HPA axis, mediating the release of cortisol and triggering widespread physiological and pathological effects [1]. We measured serum corticosterone levels by ELISA and found that stress exposure led to a significant increase in acne mice (Figure 2A). To further assess systemic and local inflammation levels, we measured proinflammatory cytokines IL-1, IL-6, IL-8, and TNF-α in serum and ear tissues (Figure 2B–I). Compared with controls, Acne mice exhibited significant up-regulation of these inflammatory factors in both serum and ear tissues, and stress exposure further enhanced their expression. These results indicate that stress amplifies inflammatory cascades in acne mice by up-regulating proinflammatory cytokine levels systemically and locally, thereby aggravating pathological damage in acne lesions. Moreover, stress stimulates abnormal systemic release of glucocorticoids. Whether the elevated glucocorticoid levels directly contribute to the exacerbation of acne inflammation remains to be further investigated.

**Figure 2:**
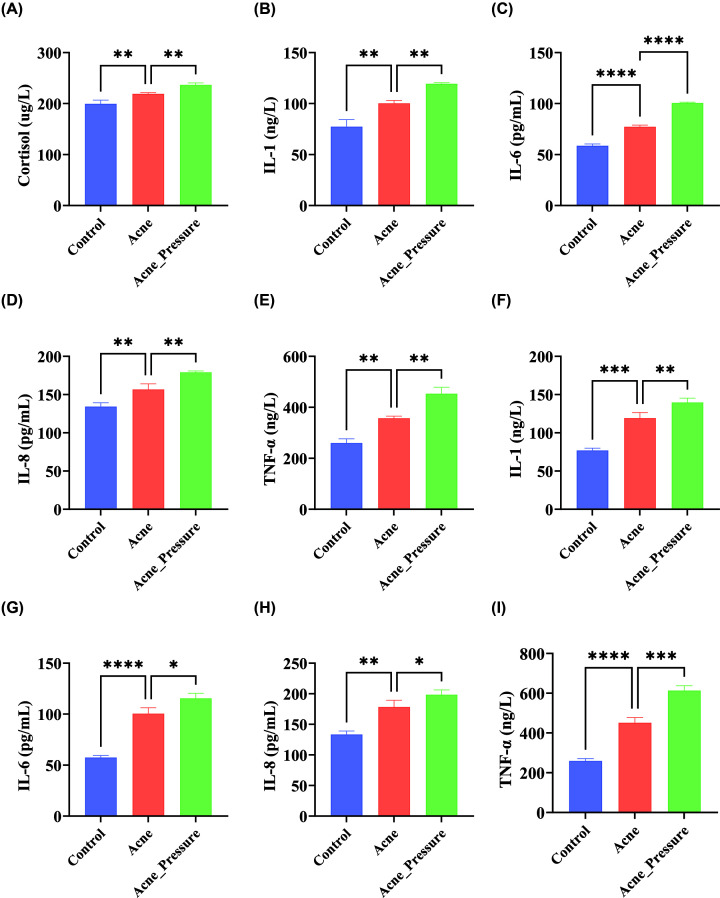
Stress exposure increases corticosterone release and elevates systemic and local inflammatory levels (**A**) ELISA measurement of corticosterone levels in mouse serum (n = 14 per group). (**B–E**) ELISA measurement of IL-1, IL-6, IL-8, and TNF-α levels in mouse serum (*n* = 14 per group). (**F–I**) ELISA measurement of IL-1, IL-6, IL-8, and TNF-α levels in left ear tissues of mice (*n* = 6 per group). All data are presented as mean ± SEM. Data were analyzed by two-way ANOVA followed by Tukey’s post hoc test. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001; ns, not significant.

### Effects of cortisol on *C. acnes*-induced inflammatory responses in HaCaT cells

Keratinocytes, as one of the primary host cells interacting with *C. acnes*, are active immune sentinel cells that express pattern recognition receptors such as TLR2 and TLR4 that can directly recognize specific components of *C. acnes*, leading to the release of large amounts of proinflammatory factors, thereby directly promoting inflammation and affecting keratinization [15]. It has also been demonstrated that keratinocytes express high levels of glucocorticoid receptor and mineralocorticoid receptor. When locally synthesized or systemic cortisol binds to these receptors, a complex forms that translocates into the nucleus, where it acts as a transcription factor to activate or repress the expression of specific genes, thus regulating cellular physiological activities [16].

To investigate the effects of cortisol at the cellular level, we used HaCaT human immortalized keratinocytes. A model group and cortisol intervention groups (10, 100, 500, and 1000 nM) were established to analyze cell viability and inflammatory changes. Representative cell culture images are shown in Figure 3A: control cells exhibited healthy morphology and uniform distribution; cells in the acne model group (heat-inactivated *C. acnes*) showed slight morphological changes; with increasing cortisol concentrations, cell density gradually decreased and cell condition visibly worsened. CCK-8 results showed no significant changes in cell proliferation within 24 h among the control, model, and intervention groups. However, at 72 h, cell proliferation was significantly reduced in the model group compared with the control group, and cell viability decreased further with increasing cortisol concentrations (Figure 3B). Inflammatory factor analysis showed that IL-8 and TNF-α levels were significantly elevated in both the model and intervention groups compared with the control. Interestingly, with increasing cortisol concentrations, inflammatory factor levels in the culture supernatant decreased. Notably, at 12 h, treatment with 10 nM cortisol significantly reduced cytokine levels, whereas at 24 h this anti-inflammatory effect was no longer detected. In contrast, higher cortisol concentrations (100–1000 nM) significantly decreased cytokine levels at both 12 and 24 h (Figure 3C,D). These results differ from the *in vivo* findings, suggesting that cortisol may not directly drive the progression of inflammation. Instead, it likely regulates acne exacerbation through a series of complex mechanistic pathways.

**Figure 3:**
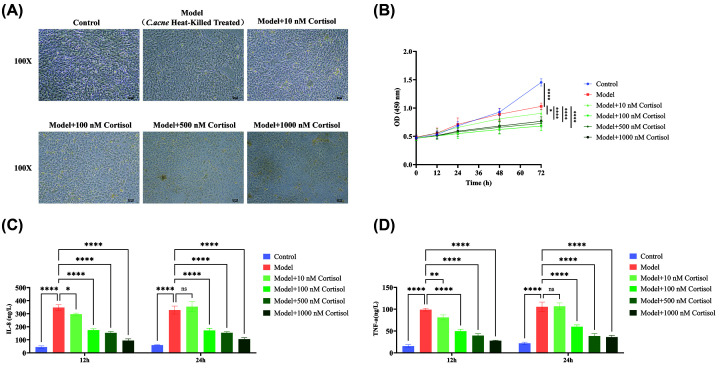
*In vitro* validation of the relationship between cortisol and acne-related inflammation (**A**) Representative images of HaCaT cells under normal culture conditions, in the acne model group (treated with heat-killed *C. acnes*), and in cortisol intervention groups at different concentrations; magnification 100×, scale bar = 50 μm (*n* = 3). (**B**) CCK-8 assay results showing cell proliferation activity (*n* = 3). (**C,D**) ELISA measurement of IL-8 and TNF-α levels in cell culture supernatants (*n* = 3). All data are presented as mean ± SEM. Data were analyzed by one-way ANOVA followed by Bonferroni post hoc test. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001; ns, not significant.

### Transcriptomic analysis of pathways underlying stress-exacerbated acne progression

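Ear RNA of C57BL/6J mice, an inbred laboratory strain, was sequenced on an Illumina NovaSeq instrument in 18 libraries: 6 Control, 4 Acne, 4 Acne_Pressure and 4 Pressure. Acne and Acne_Pressure ears received 20 μl of live C. acnes at 1000000000 CFU per ml, and Pressure and Acne_Pressure mice were restrained for 6 h per day from day 7 to day 13. The sample labels describe poly(A)-selected, stranded, paired-end libraries. The heatmaps of the paper name Control 1 to 4, so these 4 libraries are the Control group below and all 6 are an alternative. The paper gives no reason for leaving out Control 5 and Control 6. By the labels, Control 1 to 3 are left ears and Control 4 to 6 are right ears of mice with the same codes, so the Control group mixes both sides. Control 1 and Control 4 carry the same mouse code. The n = 4 given for Control therefore counts libraries, not mice, and the tests took these libraries as independent. Acne and Acne_Pressure are left ears. The labels give Pressure as right ears with the mouse codes of the Acne_Pressure left ears, whereas the methods describe a separate Pressure group with PBS in the left ear. Ear side and treatment therefore cannot be separated in Acne_Pressure versus Pressure, while for Pressure versus Control the right ears, Control 4 to 6, are an alternative control group. Whether the groups share mice is not settled. The authors deposited, for each of 13260 genes, the number of reads counted in each library and an FPKM value, with GO and KEGG annotation. The aligner, the counting tool and the genome build are not named in the paper's text, so coordinates are given as deposited and genes with near-identical copies, such as the Krt6 and Sprr1 genes, may have had their reads split or lost. Every deposited gene has an FPKM of at least 1 in 15 or more of the 18 libraries, so genes at lower levels were not analysed here. The total count per library was 63820921 to 69003318 (median 64084050) in Control 1 to 4, 53991588 in Control 5 and 63047526 in Control 6. It was 53455029 to 64899624 (median 60075049) in Acne, 57491284 to 62625015 (median 61477326) in Acne_Pressure and 53869467 to 62224586 (median 57927083) in Pressure. Counts were normalized by the TMM method and tested in edgeR with the quasi-likelihood test, using only the libraries of the groups compared. DEGs were called at an adjusted p under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change over 1, the thresholds of the paper's methods. Values per gene below are normalized counts (CPM), mean ± SD.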

To further investigate the molecular mechanisms by which stress promotes acne, transcriptome sequencing was performed on the established mouse models. Comparisons were conducted for Acne versus Control, Acne_Pressure versus Acne and Acne_Pressure versus Pressure. 

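The spread within groups was large. In a principal component analysis of the 16 libraries of the paper's figures, the first component held 39.6% of the variance and the second 30.8%. On the first component the 4 Acne libraries lay between 16.6 and 27.6 and Control 1 to 4 between -64.6 and 2.31, without overlap. The Acne_Pressure libraries spread from -45.1 to 47.9 and the Pressure libraries from -18.5 to 48.9, so that each of these groups covered more of the axis than the distance between the nearest Acne and Control libraries. The 10 most abundant genes took between 5.90% of the counts, in Acne 4, and 9.04%, in Acne_Pressure 2. Within each group no pair of libraries was close enough to be one library counted again. The lowest chi-square per degree of freedom over the 33 pairs was 57.4.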

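In Acne versus Control, 129 of 13244 genes tested were DEGs, 84 up-regulated and 45 down-regulated, and 3162 genes (23.9%) had an unadjusted p under 0.05. The smallest adjusted p was 0.00552 in edgeR's quasi-likelihood test. In Acne_Pressure versus Acne 0 of 13248 genes were DEGs, with 649 genes at an unadjusted p under 0.05 and a smallest adjusted p = 0.941. In Acne_Pressure versus Pressure 0 of 13244 genes were DEGs, with 153 genes (1.16%) at an unadjusted p under 0.05, where 5% would be by chance in unchanged, independent libraries. The labels give these groups the same mouse codes and the test took their libraries as independent. A fit with the shared number as a block also gave 0 DEGs, with 185 genes (1.40%) at an unadjusted p under 0.05. Deviations of same-numbered libraries from their group means had correlations of -0.79, -0.63, 0.44 and 0.30, so the numbers did not pair the libraries. Acne_Pressure 2 and Pressure 1 varied together (0.867), so a count of 0 does not show that the groups were alike. These libraries also had the lowest shares of counts on skeletal muscle genes, 0.0186% and 0.137%. On simulated counts with 200 genes changed, the same test called 196 of them and 4 unchanged genes among 13242. All 200 changes were larger than the fold change threshold, and the spread was that of Acne versus Control. The simulation therefore does not tell how many smaller changes were missed, or the power of the comparisons that gave 0 DEGs. The count in Acne versus Control depended on single Control libraries. It was 8 without Control 1, a left ear, and 382 without Control 4, the right ear of the group. With all 6 Control libraries it was 65, of which 57 were up-regulated. That fit takes both ears of a mouse code as independent, and the count was lower again with the ears of a mouse code averaged. Among DEGs whose groups did not overlap, Krt6b, Krt16 and Sprr1b rose most and Serpina3b, Aqp2 and Ppp1r1b fell most. Krt6b (ENSMUSG00000023041, chromosome 15, 101584458 to 101588722), a keratin gene beside its close copy Krt6a, had 532 ± 484 CPM in Acne (SD, n = 4) and 16.0 ± 17.3 in Control (n = 4), a log2 fold change of 5.06 (standard error 1.16, adjusted p = 0.0460). Its values in Control 5 and Control 6 were 24.3 and 19.3, and with all 6 Controls (Krt6b, Acne versus Control) the log2 fold change was 4.89 (adjusted p = 0.0236). In Acne 3 it reached 41.0 CPM, only just above the 40.9 of Control 4. Krt6b was also lower in left than in right Control ears, by -1.86 (adjusted p = 0.0663), and Krt16 by -1.81 (adjusted p = 0.0595). Krt16 (ENSMUSG00000053797, chromosome 11, 100136917 to 100139728) had 503 ± 340 CPM in Acne and 24.1 ± 26.5 in Control, a log2 fold change of 4.39 (standard error 0.93, adjusted p = 0.0376), with 33.7 in Control 5 and 21.2 in Control 6. Sprr1b (chromosome 3, 92344116 to 92346096), which encodes a small proline-rich protein of the cornified envelope, had 134 ± 76.0 CPM in Acne and 6.45 ± 6.18 in Control, a log2 fold change of 4.38 (standard error 0.89, adjusted p = 0.0341). Control 5 had 13.8 and Control 6 had 15.6. Over all 6 Controls the log2 fold changes of Krt16 and Sprr1b were 4.32 and 3.87, with adjusted p-values of 0.0176 and 0.0285. Serpina3b (chromosome 12, 104094255 to 104105804) fell from 49.6 ± 18.5 CPM in Control to 15.9 ± 4.71 in Acne, a log2 fold change of -1.64 (standard error 0.34, adjusted p = 0.0350). Control 5 had 57.1 and Control 6 had 28.1, and with all 6 (Serpina3b, Acne versus Control) the log2 fold change was -1.57 (adjusted p = 0.0403). Aqp2 (chromosome 15, 99476936 to 99482428) changed by -1.54 (standard error 0.33, adjusted p = 0.0376), and Ppp1r1b (chromosome 11, 98239230 to 98248622) by -1.49 (standard error 0.18, adjusted p = 0.0104). Both calls were lost over all 6 Controls. Aqp2 had 4.20 ± 0.705 CPM in Acne, 12.3 ± 5.12 in Control, 4.18 in Control 5 and 1.85 in Control 6, and its log2 fold change became -1.12 (adjusted p = 0.314). Ppp1r1b had 33.0 ± 7.84 CPM in Acne, 93.0 ± 13.3 in Control, 39.2 in Control 5 and 32.6 in Control 6, and its log2 fold change became -1.16 (adjusted p = 0.121).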

First, volcano plots and hierarchical clustering heatmaps illustrated gene expression differences among the groups (Supplementary Figure S2A–F). GO enrichment analysis was then applied to identify cellular functions associated with DEGs. For Acne versus Control, DEGs were primarily enriched in extracellular regions, keratinization, cytokine regulation, and inflammatory responses (Supplementary Figure S2G). 

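The 129 DEGs of Acne versus Control were tested for GO terms by Fisher's exact test, one-sided, against the tested genes that carry a GO annotation. Of the 12072 annotated genes, 118 were DEGs, and 13 of 6082 GO terms passed an adjusted p under 0.05. Extracellular region held 40 DEGs of 826 genes (adjusted p = 1.9e-14) and extracellular space 29 of 722 (adjusted p = 1.2e-07). Cornified envelope, the cross-linked protein layer of the outer epidermis, held 9 of 44 (adjusted p = 6.5e-07) and keratinization 7 of 50 (adjusted p = 0.000765). Positive regulation of cytokine production held 6 of 55 (adjusted p = 0.0114), immune system process 15 of 370 (adjusted p = 0.00371) and inflammatory response 10 of 228 (adjusted p = 0.0430). Several keratinization and envelope genes lie in families of similar copies, so their counts are less certain than those of single-copy genes. The number of terms was 0 without Control 1, Control 2 or Acne 2 and 54 without Acne 4.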

In Acne_Pressure versus Acne, DEGs were predominantly associated with keratinization, innate immune-related functions, extracellular space, and intermediate filament (Supplementary Figure S2H). 

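No DEG passed the adjusted threshold in Acne_Pressure versus Acne, so no term could be tested on DEGs. The 64 genes at an unadjusted p under 0.05 with an absolute log2 fold change over 1 (37 higher and 27 lower in Acne_Pressure) were used instead. Of these, 54 carry a GO annotation, and 19 GO terms had an adjusted p under 0.05. Innate immune response held 17 of 315 genes (adjusted p = 9.4e-11 by Fisher's exact test), response to virus 10 of 69 (adjusted p = 1.1e-09), defense response to bacterium 8 of 83, extracellular space 17 of 722 (adjusted p = 5.9e-06) and cornified envelope 6 of 44 (adjusted p = 2.5e-05). Keratinization held 3 of 50 (adjusted p = 0.202) and intermediate filament 3 of 101 (adjusted p = 0.807), and neither passed.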

Acne_Pressure versus Pressure encompassed bacterial defense and inflammatory responses (Supplementary Figure S2I). 

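For Acne_Pressure versus Pressure, 27 genes had an unadjusted p under 0.05 with an absolute log2 fold change over 1, of which 25 were higher and 2 lower in Acne_Pressure. Among the 23 with a GO annotation, 24 GO terms had an adjusted p under 0.05. Response to bacterium held 5 of 104 genes (adjusted p = 0.000649 by Fisher's exact test) and defense response to bacterium 4 of 83 (adjusted p = 0.00562). Inflammatory response held 0 of 228. The terms with the most genes were defense response to virus, with 12 of 145 (adjusted p = 4.2e-14), and innate immune response, with 12 of 315 (adjusted p = 1.3e-10). These are left ears against right ears by the labels.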

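KEGG terms were tested by Fisher's exact test against the 5519 tested genes with a KEGG annotation. On the 61 annotated DEGs of Acne versus Control, 0 of 333 KEGG terms passed an adjusted p under 0.05. Cytokine-cytokine receptor interaction held 6 DEGs of 138 genes (adjusted p = 0.344), chemokine signaling 5 of 137 (adjusted p = 0.521), IL-17 signaling 3 of 59 (adjusted p = 0.598) and lipid and atherosclerosis 3 of 163 (adjusted p = 1). With the genes at an unadjusted p under 0.05 and an absolute log2 fold change over 1, 3 KEGG terms passed in this comparison, among them cytokine-cytokine receptor interaction with 15 of 138 (adjusted p = 4.6e-05), whereas chemokine signaling (9 of 137, adjusted p = 0.147) and IL-17 signaling (4 of 59, adjusted p = 0.526) did not. With the same kind of genes, 6 KEGG terms passed in Acne_Pressure versus Acne, including IL-17 signaling with 4 of 59 (adjusted p = 0.0199). Cytokine-cytokine receptor interaction held 2 of 138 there and lipid and atherosclerosis 4 of 163 (adjusted p = 0.295). In Acne_Pressure versus Pressure 8 KEGG terms passed, with 0 genes in IL-17 signaling, 0 in cytokine-cytokine receptor interaction and 1 in chemokine signaling.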

KEGG pathway enrichment analysis (Supplementary Figure S2J–L) revealed that DEGs were mainly enriched in inflammation-related pathways, including IL-17 signaling, cytokine–cytokine receptor interaction, chemokine signaling, and lipid metabolism pathways. 

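For the receptor pathways of innate immunity, the genes at an unadjusted p under 0.05 were again used. Toll-like receptor signaling held 5 of 69 genes and NOD-like receptor signaling 6 of 131 in Acne_Pressure versus Acne, each with an adjusted p = 0.00800 by Fisher's exact test. In Acne_Pressure versus Pressure, NOD-like receptor signaling held 6 of 131 genes (adjusted p = 8.0e-05) and Toll-like receptor signaling 2 of 69 (adjusted p = 0.305). In Acne versus Control they held 3 and 2 genes, and neither passed. Among the DEGs of Acne versus Control, NOD-like receptor signaling held 0 of 131.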

Immune-related pathways, such as Toll-like receptor and NOD-like receptor signaling, were also involved.

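Whole pathways were tested with camera, which compares the log2 fold changes of a pathway's genes with those of all other genes and here presets the correlation between genes at 0.01. The 22 KEGG pathways of Figure 4A to C were tested with Benjamini-Hochberg adjustment over the 22, and a preranked enrichment (fgsea) gave normalized enrichment scores. Of the 22 pathways, 5 passed an adjusted p under 0.05 in Acne versus Control, 2 in Acne_Pressure versus Acne and 8 in Acne_Pressure versus Pressure. Under fry, a rotation test that keeps the correlation between genes, the counts were 3, 1 and 0. With the correlation estimated for each pathway they were 0, 0 and 0, and by preranked enrichment they were 7, 10 and 10. The calls of camera that held under fry were TNF and IL-17 signaling in Acne versus Control and IL-17 signaling in Acne_Pressure versus Acne. At an unadjusted p under 0.05 by camera, NOD-like receptor, JAK-STAT and PPAR signaling and circadian rhythm reached that level in Pressure versus Control, where 0 passed after adjustment.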

Through GSEA pathway analyses of Acne versus Control, Acne_Pressure versus Acne, and Acne_Pressure versus Pressure, the enriched pathways were mainly involved in inflammation, lipid metabolism, and neuroregulation. 

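In Acne versus Control, the pathways that were higher in Acne with an adjusted p = 0.0111 by camera were IL-17 signaling (59 genes, mean log2 fold change 0.31), TNF signaling (96 genes, 0.18), NF-kappa B signaling (78 genes, 0.16) and chemokine signaling (137 genes, 0.15). Cytokine-cytokine receptor interaction (0.13, adjusted p = 0.223) and Toll-like receptor signaling (0.11, adjusted p = 0.146) did not pass by camera. By preranked enrichment the former passed (normalized enrichment score 1.77, adjusted p = 0.000873) and the latter did not (adjusted p = 0.111). Apoptosis (115 genes) had a mean log2 fold change of 0.11 and an adjusted p = 0.102 by camera. It passed by fry (adjusted p = 0.0287) and by preranked enrichment (normalized enrichment score 1.62, adjusted p = 0.00852), and with an estimated correlation its adjusted p was 0.581. Without Control 4, 0 of the 22 pathways passed.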

Results showed that inflammatory signaling pathways and apoptotic pathways were significantly activated in the Acne group (Figure 4A), indicating that acne development is closely linked to inflammation and accompanied by cell apoptosis, consistent with previous studies [17,18]. However, lipid metabolism and neuroregulatory pathways were not significantly enriched in the Acne group. 

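The PPAR signaling pathway (53 genes tested) was lower in Acne than in Control, with a mean log2 fold change of -0.17 (adjusted p = 0.0111 by camera). Its change rested on Control 4, a right ear, and was -0.04 without it. Over all 6 Controls it was -0.25, and for PPAR signaling pathway, Acne versus Control, the adjusted p ranged from 0.000154 with all 6 Controls to 0.646 with an estimated correlation, while between the 3 left and 3 right Control ears it was -0.34 (adjusted p = 9.1e-05). The PPAR score of a library, the mean log2 CPM of its genes centred on the 16 libraries of replicates 1 to 4, was 0.04, -0.09, -0.11 and 0.35 in Control 1 to 4 and 0.15 and 0.32 in Control 5 and Control 6. In Acne 1 to 4 it was -0.25, -0.26, -0.05 and 0.05. The neuroregulatory pathways had mean log2 fold changes close to 0: neuroactive ligand-receptor interaction -0.03 (adjusted p = 0.242), cAMP signaling -0.03 (adjusted p = 0.425), long-term depression 0.04 (adjusted p = 0.889) and inflammatory mediator regulation of TRP channels -0.01 (adjusted p = 0.643). Circadian rhythm was -0.17 (adjusted p = 0.0961), with scores of -0.05, 0.03, -0.08 and -0.44 in Acne 1 to 4. For Circadian rhythm pathway, Acne versus Control, the value without Acne 4 was -0.12 (adjusted p = 0.0547). It passed without Acne 2 (-0.22, adjusted p = 0.0333) and with all 4 groups in one fit (-0.18, adjusted p = 0.0133), and its adjusted p ranged from 0.0133 to 0.646 over the alternatives, the highest with an estimated correlation.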

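In Acne_Pressure versus Acne, PPAR signaling had a mean log2 fold change of 0.14, which did not pass by camera (adjusted p = 0.0547), with a normalized enrichment score of 1.53. A single library decided the direction of the mean. Without Acne_Pressure 1 the mean was -0.03, and the library scores of Acne_Pressure 1 to 4 were 0.31, -0.41, 0.11 and -0.24. The normalized enrichment score stayed above 0 with 1 library left out, from 0.99 to 2.13. Over the alternatives the adjusted p ranged from 0.000222 to 0.801 (PPAR signaling pathway, Acne_Pressure versus Acne), and the pathway passed in 6 alternatives other than those that left out a library, preranked enrichment among them (adjusted p = 0.0338). Neuroactive ligand-receptor interaction was 0.08 (adjusted p = 0.277 by camera), and passed only by preranked enrichment, with an adjusted p = 0.0280. Circadian rhythm was 0.14 (adjusted p = 0.199). For Circadian rhythm pathway, Acne_Pressure versus Acne, it was 0.09 both without Acne 4 (adjusted p = 0.187) and without Acne_Pressure 1 (adjusted p = 0.205), and the adjusted p ranged from 0.0705 to 0.754 over the alternatives, the highest by fry. By camera cAMP signaling was 0.07 (adjusted p = 0.652), TRP channel regulation 0.07 (adjusted p = 0.456) and long-term depression 0.03 (adjusted p = 0.959). The pathways that passed were both lower in Acne_Pressure: IL-17 signaling, -0.23 (adjusted p = 0.00131), and TNF signaling, -0.09 (adjusted p = 0.0131).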

In the Acne_Pressure group and Acne group, lipid metabolism-related pathways were significantly activated, while pathways associated with neuroregulatory processes exhibited a trend toward enrichment but did not reach statistical significance (Figure 4B). Additionally, to investigate the independent effect of stress, a comparison was performed between the Pressure and Control groups. 

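Pressure versus Control gave 0 DEGs of 13247 genes tested, with 749 genes at an unadjusted p under 0.05 and a smallest adjusted p = 0.370 in edgeR's quasi-likelihood test. By the labels the Pressure libraries are right ears and the Control group holds 3 left ears and 1 right ear. The left and right Control ears themselves differed in 445 genes, in a test that took both ears of a mouse code as independent.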

Although the number of DEGs was limited, GSEA pathway enrichment analysis revealed that the PPAR signaling pathway, a key regulator of lipid metabolism, was significantly enriched under stress alone, suggesting that stress may induce transcriptional reprogramming at lipid metabolic level (Supplementary Figure S3). 

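PPAR signaling had a mean log2 fold change of 0.16 in Pressure versus Control and did not pass by camera after adjustment over the 22 pathways (adjusted p = 0.257). The preranked normalized enrichment score was 1.49 (adjusted p = 0.0640). The libraries of the Pressure group had scores of -0.41, 0.67, 0.12 and 0.16, so Pressure 2 decided the direction. Without it the mean log2 fold change was -0.06 (adjusted p = 0.704). The pathway passed without Pressure 1 (0.28, adjusted p = 0.00102) and without Control 4 (0.29, adjusted p = 0.0389), and its adjusted p ranged from 0.00102 to 0.964 over the alternatives for PPAR signaling pathway, Pressure versus Control. Against all 6 Controls it was 0.08 (adjusted p = 0.940), and against the Control ears of the same side, Control 4 to 6, it was -0.05 (adjusted p = 0.286). The normalized enrichment score was 1.67 against all 6 Controls and -0.87 against Control 4 to 6.

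**Figure D1:**
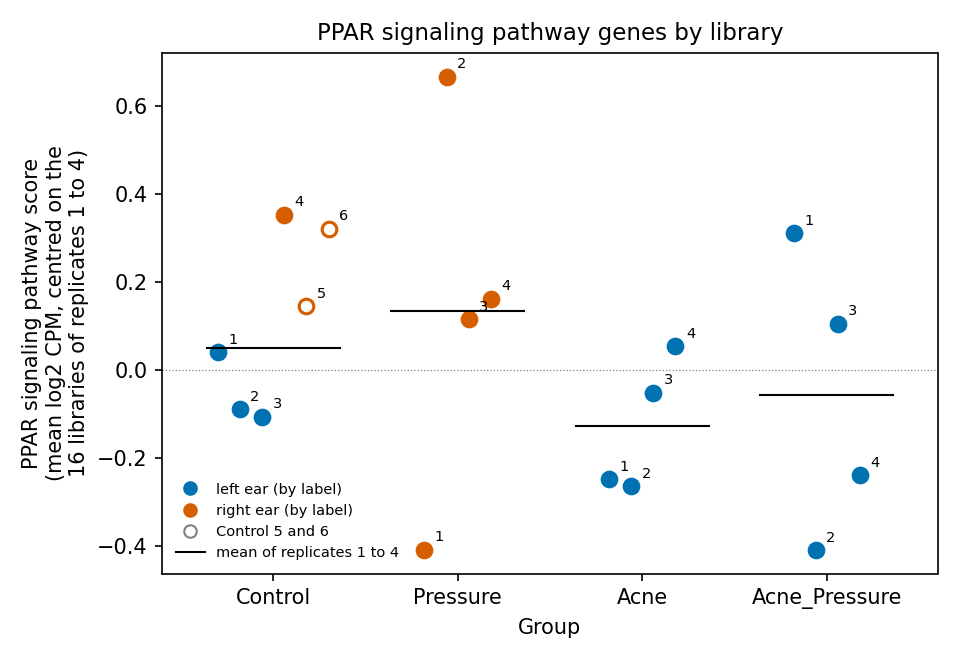
PPAR signaling score of each library by group, as the mean log2 CPM of the pathway's 53 genes centred on the 16 libraries of replicates 1 to 4. Each numbered circle is one replicate, its colour shows the ear side given by the labels, open circles are Control 5 and Control 6, and the line is the mean of replicates 1 to 4. The Pressure libraries run from -0.41 to 0.67 and the Acne_Pressure libraries from -0.41 to 0.31, and both ranges cross 0.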

Taken together with the Pressure versus Control findings, this suggests that the activation of lipid metabolic pathways observed in the Acne_Pressure group may primarily originate from stress itself rather than from acne pathology. 

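In Acne_Pressure versus Pressure, PPAR signaling was lower in Acne_Pressure, with a mean log2 fold change of -0.21 (adjusted p = 0.00200 by camera). This value became 0.00 without Pressure 2 and did not pass by fry (adjusted p = 0.807) or with an estimated correlation (adjusted p = 0.508). Over the alternatives for PPAR signaling pathway, Acne_Pressure versus Pressure, the adjusted p ranged from 8.3e-07 to 0.807. The paper draws on the activation of lipid pathways in Acne_Pressure versus Acne and on PPAR enrichment under stress alone. It proposes that the activation of lipid pathways may come mainly from stress rather than from the acne pathology.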

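Besides PPAR signaling, 7 pathways passed in Acne_Pressure versus Pressure by camera, all higher in Acne_Pressure. NOD-like receptor signaling had the largest mean log2 fold change, 0.19 (adjusted p = 4.1e-07). Toll-like receptor signaling followed with 0.13 (adjusted p = 0.00219), NF-kappa B signaling and cytokine-cytokine receptor interaction with 0.09 each, JAK-STAT signaling with 0.09 (adjusted p = 0.00463), chemokine signaling with 0.08 (adjusted p = 0.0151) and TNF signaling with 0.08 (adjusted p = 0.0276). IL-17 signaling (0.07, adjusted p = 0.204) did not pass. By fry none passed, although JAK-STAT signaling (0.0298) and long-term depression (0.0336) were among those at an unadjusted p under 0.05. The adjusted p of NOD-like receptor signaling was 0.346 by fry, 0.265 with an estimated correlation and 5.7e-13 by preranked enrichment. The number of pathways past the threshold was 3 without Pressure 1 and 10 without Acne_Pressure 2. By the labels these are left ears against right ears. Between left and right Control ears the 7 pathways were also higher in left ears. NOD-like receptor signaling was 0.19 there, Toll-like receptor 0.14, cytokine-cytokine receptor interaction 0.11 and JAK-STAT 0.09, with the others at 0.04 to 0.06. Of the 7, only NOD-like receptor signaling passed by camera (adjusted p = 0.0284). PPAR signaling was -0.34. Ear side and treatment cannot be separated here.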

Notably, analysis of the Acne_Pressure versus Pressure showed that the differentially enriched pathways remained mainly associated with inflammatory regulation (Figure 4C). Collectively, these pathway enrichment analyses suggest that the exacerbation of acne progression by stress may be associated with complex dysregulation of lipid metabolism and neuroregulatory processes, which may ultimately enhance inflammatory responses. Further analysis of gene expression associated with inflammation, lipid metabolism, and neuroregulation (Figure 4E) showed that, compared with controls, the genes related to inflammation were up-regulated in the Acne group. 

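The 16 inflammation genes read from Figure 4E had a median log2 fold change of 0.62 in Acne versus Control, with 15 higher and 1 lower in Acne (adjusted p = 3.2e-11 by camera over the 5 lists of Figure 4). The set passed under fry (adjusted p = 7.9e-05) and with an estimated correlation (adjusted p = 0.00160), and its median was 0.71 with all 6 Controls. An adjusted p under 0.05 was reached by 7 of the genes over all genes tested and by 9 when adjusted over the list alone. The paper shows the list for these same samples and does not say how its genes were chosen. The count of 9 is therefore not known to be independent evidence. S100a9 (chromosome 3, 90599939 to 90603028), a calcium-binding protein of neutrophils, rose most among them, from 2.25 ± 0.826 CPM in Control (SD, n = 4) to 38.4 ± 20.2 in Acne, a log2 fold change of 4.10 (standard error 0.54, adjusted p = 0.0128). It was 1.40 in Control 5 and 1.42 in Control 6. In Acne_Pressure it was 3.87 ± 2.33 CPM and in Pressure 4.39 ± 3.67. In Acne_Pressure versus Acne the median of the list was -0.15, with 13 of 16 genes lower in Acne_Pressure (adjusted p = 2.0e-05 by camera, 0.0597 by fry and 0.0291 with an estimated correlation). In Acne_Pressure versus Control, a comparison added after the data were seen, the median was 0.40, with 14 genes higher and 2 lower. The list passed there by camera (adjusted p = 0.000748), but not by fry (adjusted p = 0.0540) or with an estimated correlation (adjusted p = 0.0771). Of the cytokines measured by ELISA only the gene of IL-1 alpha, Il1a, is among the genes analysed. Its log2 fold change was 0.72 in Acne versus Control (adjusted p = 0.114) and 0.16 in Acne_Pressure versus Acne.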

In the Acne_Pressure group, several inflammation- and lipid metabolism-related genes (e.g., *Cd86, Il36g, Stat3, Smpd3, Smpd1,* and *Dgat2*) showed significant changes, with lipid metabolism-related genes being particularly pronounced. Additionally, *Fasn* expression also showed an upward trend in the Acne_Pressure group and Pressure group. 

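None of the 6 genes named here was a DEG. In Acne_Pressure versus Acne every one of them had an adjusted p of at least 0.941 in edgeR's quasi-likelihood test. Dgat2 (chromosome 7, 98802865 to 98831926), an enzyme of triglyceride synthesis, had 379 ± 52.0 CPM in Acne_Pressure (SD, n = 4), 270 ± 48.5 in Acne and 360 ± 17.6 in Control, with 281 in Control 5 and 352 in Control 6. Its log2 fold change in Acne_Pressure versus Acne was 0.50 (standard error 0.17). Every Acne_Pressure library was above every Acne library and the change did not pass after adjustment over all genes. Against Control it was 0.08, and 0.13 against all 6. Smpd3 (chromosome 8, 106979180 to 107064620), a sphingomyelinase, had 179 ± 95.2 CPM in Acne_Pressure, 156 ± 70.2 in Acne, 119 ± 42.7 in Pressure and 76.6 ± 6.29 in Control, with 101 in Control 5 and 59.9 in Control 6. Its log2 fold change was 1.22 against Control (standard error 0.34, adjusted p = 0.891), 1.20 against all 6 Controls, and 0.20 against Acne. In the latter comparison it was -0.21 without Acne_Pressure 4. The log2 fold changes in Acne_Pressure versus Acne were -0.05 for Cd86 (chromosome 16, 36424231 to 36486443), 0.12 for Il36g (chromosome 2, 24076488 to 24083580), -0.16 for Stat3 (chromosome 11, 100775924 to 100830366) and 0.13 for Smpd1 (chromosome 7, 105203567 to 105207596), with standard errors of 0.30, 0.36, 0.11 and 0.12. The sign for Cd86 and Il36g changed when 1 library was left out, to 0.11 for Cd86 without Acne_Pressure 2 and to -0.18 for Il36g without Acne_Pressure 4. Against Control, the changes of Cd86, Il36g, Stat3 and Smpd1 in Acne_Pressure were 0.21, 0.68, 0.10 and 0.19, and 0.21, 0.85, 0.13 and 0.21 over all 6 Controls. For the 14 lipid metabolism genes of Figure 4E the median log2 fold change in Acne_Pressure versus Acne was 0.14, with 10 genes higher (adjusted p = 0.200 by camera), and 0 genes had an adjusted p under 0.05.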

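Fasn (chromosome 11, 120696672 to 120715373), the fatty acid synthase gene, had 824 ± 178 CPM in Control (SD, n = 4), 882 in Control 5 and 1371 in Control 6, 723 ± 229 in Acne, 1048 ± 686 in Acne_Pressure and 1170 ± 555 in Pressure. The libraries of Acne_Pressure had 2019, 653, 1029 and 491 CPM and those of Pressure 583, 1910, 1197 and 989. The log2 fold change was 0.36 in Acne_Pressure versus Control (standard error 0.43, adjusted p = 0.998), a comparison added after the data were seen, and 0.51 in Pressure versus Control (standard error 0.33, adjusted p = 0.811). Neither difference was larger than the spread between replicates. Without Acne_Pressure 1 the first was -0.19, and without Pressure 2 the second was 0.16. Over all 6 Controls they were 0.18 and 0.34. Between left and right Control ears Fasn differed by -0.60 (adjusted p = 0.0487), and against Control 4 to 6 alone the change in Pressure was 0.07.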

Genes in the neuro-related module, such as *Ngf, Ntf5,* and *Prlr*, also exhibited altered expression trends.

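Ntf5 (chromosome 7, 45063119 to 45066603) changed by 0.03 in Acne_Pressure versus Acne and by -0.31 in Acne versus Control (adjusted p = 0.294). Prlr (chromosome 15, 10177324 to 10349266) changed by -0.03 and by -0.01 in the same comparisons. The 5 neuro-related genes of Figure 4E had a median log2 fold change of -0.01 in Acne versus Control, with 2 higher and 3 lower, and 0.03 in Acne_Pressure versus Acne, with 3 higher and 2 lower. In neither comparison did a gene of the list pass after adjustment, and 0 and 1 had an unadjusted p under 0.05. Their median absolute log2 fold change was 0.32 and 0.15, so a median near 0 over genes that went both ways does not show them unchanged.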

**Figure 4:**
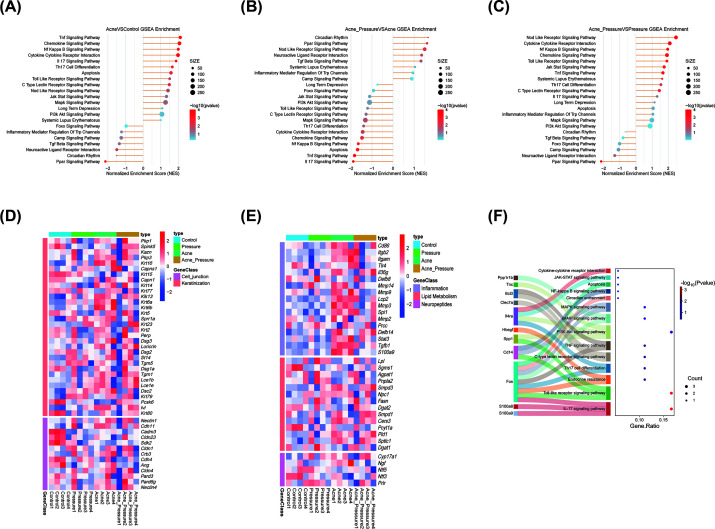
Transcriptomic analysis reveals potential pathways underlying stress-exacerbated acne progression (**A**) GSEA pathway enrichment analysis for Acne versus Control (*n* = 4 per group). (**B**) GSEA pathway enrichment analysis for Acne_Pressure versus Acne (*n* = 4 per group). (**C**) GSEA pathway enrichment analysis for Acne_Pressure versus Pressure (*n* = 4 per group). (**D**) Heatmap of gene expression patterns related to cell junctions and keratinization (*n* = 4 per group). (**E**) Heatmap of gene expression patterns related to inflammation, lipid metabolism, and neuroendocrine regulation (*n* = 4 per group). (**F**) Pathway enrichment analysis of DEGs (*n* = 4 per group).

It has been reported that psychological stress triggers cortisol release via the HPA axis, which may impair skin barrier function, disrupt keratinocyte differentiation, increase susceptibility to skin infection, and contribute to the exacerbation of atopic dermatitis and delay in wound healing [2]. However, its role in the pathogenesis of acne remains poorly understood. Therefore, we investigated transcriptomic alterations in genes related to barrier function, including those involved in tight junction formation and keratinization. 

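Across the 32 keratinization genes read from Figure 4D, which include members of the Krt and Dsg families, the median log2 fold change was 0.23 in Acne versus Control, with 22 genes higher in Acne (adjusted p = 0.00573 by camera, 0.00139 by fry). Of these genes, 6 had an adjusted p under 0.05 over all genes tested and 9 when adjusted over the list alone. In Acne_Pressure versus Control the median was 0.14, with 21 genes higher (adjusted p = 0.0846), 0 genes at an adjusted p under 0.05 and 4 at an unadjusted p under 0.05. The median absolute log2 fold change was 0.37 in Acne and 0.20 in Acne_Pressure, each against Control. For the 13 cell junction genes, which include claudins, it was 0.32 in Acne and 0.14 in Acne_Pressure. The median log2 fold change of the junction genes was 0.06 in Acne (adjusted p = 0.858 by camera) and 0.02 in Acne_Pressure. There camera tested a decrease, with a mean of -0.09 (adjusted p = 0.0616). The junction genes had 1 and 0 members at an adjusted p under 0.05 in Acne and Acne_Pressure. In the direct comparison of Acne_Pressure with Acne the keratinization genes had a median of -0.02 with 14 higher and 18 lower, past the threshold by camera (adjusted p = 0.0185) and not by fry (adjusted p = 0.465), and the junction genes had a median of -0.07 (adjusted p = 0.239). Without Acne_Pressure 1 the former became 0.07. With all 6 Controls the keratinization medians were 0.12 in Acne and 0.11 in Acne_Pressure, and the junction medians changed sign, to -0.06 and -0.08. Acne_Pressure versus Control was added after the data were seen. Krt15 (chromosome 11, 100022584 to 100026754), a keratin of basal keratinocytes, had 1241 ± 109 CPM in Control (SD, n = 4), 825 in Control 5 and 881 in Control 6, 591 ± 208 in Acne and 750 ± 233 in Acne_Pressure. Control 5 lay below the highest Acne library, which had 852 CPM, so the groups overlapped over all 6 Controls. Its log2 fold change was -1.06 in Acne versus Control (standard error 0.24, adjusted p = 0.0446) and -0.72 in Acne_Pressure versus Control (standard error 0.23, adjusted p = 0.891). Krt6a (chromosome 15, 101598345 to 101602742) changed by 2.93 in Acne (adjusted p = 0.0734) and by 0.19 in Acne_Pressure. Dsg3 changed by 0.60 in Acne and by -0.07 in Acne_Pressure. Between left and right Control ears Krt6a differed by -2.43 (adjusted p = 0.00188) and Krt15 by 0.44 (adjusted p = 0.0832).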

Expression of related genes (e.g., *Krt* family and *Dsg* family) was significantly altered in both Acne and Acne_Pressure groups, with more pronounced changes in the Acne_Pressure group (Figure 4D). Further pathway enrichment analysis of DEGs among the groups indicated that these genes were mainly enriched in inflammation, lipid metabolism, and immune regulation-related pathways (Figure 4F), suggesting that these pathways may play key roles in the mechanisms by which stress exacerbates acne pathophysiology. 

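For 11 DEGs shown in Figure 4F, Ppp1r1b, Tnc, Bcl3, Clec7a, Il4ra, Hbegf, Spp1, Cd14, Fos, S100a8 and S100a9, the median log2 fold change was 1.65 in Acne versus Control, with 10 higher and 1 lower in Acne. An adjusted p under 0.05 was reached by 7 over all genes tested and by 10 when adjusted over the list alone. In Acne_Pressure versus Acne the median was -1.32, with 10 of 11 lower in Acne_Pressure. There 0 passed over all genes tested, although 10 had an unadjusted p under 0.05 and 10 passed when adjusted over the list alone, which the paper chose on these libraries. In Acne_Pressure versus Pressure the median was 0.12 and in Acne_Pressure versus Control 0.28.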

Overall, *C. acnes* infection combined with stress may contribute to acne progression by regulating the expression of genes related to cell junctions, keratinization, inflammatory responses, lipid metabolism, and neuroendocrine regulation.

## Discussion

As a chronic inflammatory skin disease, acne vulgaris involves inflammation throughout the course of the disease, causing irreversible damage to the skin (such as post-inflammatory hyperpigmentation and scarring) and significantly affecting patients’ quality of life. Numerous studies have identified psychological stress as a key risk factor that exacerbates acne severity. Stress and acne may interact via the ‘brain–skin axis,’ yet the specific molecular regulatory mechanisms remain unclear [3]. Focusing on the relationship between stress and acne progression and identifying the key mediators and functional pathways involved are crucial for developing therapeutic strategies that address both psychological and physiological aspects. Animal models are indispensable tools for achieving these research goals.

In the present study, we observed that the chronic restraint stress model rendered mice more susceptible to *C. acnes*-induced skin inflammatory responses. Chronic restraint stress is a classical model used to mimic anxiety- and depression-like states and has been widely applied in dermatological research [2]. Previous studies have shown that psychological stress can activate the HPA axis, promoting cortisol release and thereby affecting immune homeostasis and skin barrier function [19,20]. Our results confirmed that stress-exposed mice exhibited elevated corticosterone levels. When stress was combined with *C. acnes* infection, mice showed more pronounced epidermal thickening, inflammatory cell infiltration, and increased levels of inflammatory cytokines in both tissue and serum.

Moreover, prior research has demonstrated that keratinocytes, as one of the key host cells for *C. acnes*, play roles beyond forming a physical barrier—they actively participate in innate immune responses and inflammation regulation during acne pathophysiology [15,21]. In our study, *C. acnes* stimulation induced keratinocytes to release large amounts of pro-inflammatory factors such as IL-8 and TNF-α. Interestingly, with the addition of different concentrations of cortisol (to mimic stress), the levels of inflammatory factors decreased. This discrepancy between cellular and animal-level results indicates that corticosterone may not directly drive inflammatory progression but instead modulates acne progression through a series of complex regulatory pathways. How stress regulates the inflammatory microenvironment of acne via the ‘brain–skin axis’ thus remains to be further elucidated.

In the present study, transcriptomic analysis of ear tissues from the animal models identified changes that may reflect potential molecular pathways associated with stress-related exacerbation of acne-like inflammation. Compared with the Acne group, the Acne_Pressure group showed significant activation of lipid metabolism pathways. Previous studies have shown that dysregulated lipid metabolism can lead to increased sebum production, which is an important mechanism in acne development [22]. These transcriptomic findings support the notion that stress-induced alterations in the lipid profile may create a favorable environment for acne exacerbation.

Prior research has indicated that lipid metabolic reprogramming can affect inflammatory responses in the skin microenvironment, where abnormal accumulation of sphingolipids and triglycerides promotes keratinocyte dysregulation and pro-inflammatory factor release [23,24]. 

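Set against Control, where the paper makes no direct comparison for Acne_Pressure, PPAR signaling had a mean log2 fold change of -0.04 in Acne_Pressure (adjusted p = 0.413 by camera). This comparison was added after the data were seen. The mean of the 4 Acne_Pressure scores lay within the range of the 6 Control scores.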

Our transcriptomic data showed that the PPAR signaling pathway was significantly enriched in the Acne_Pressure group and Pressure group. This nuclear receptor has been demonstrated to act as a bridge between sebum secretion and immune responses [25,26]. We speculate that stress may modulate lipid homeostasis via PPAR-mediated pathways to aggravate inflammatory lesions, but the current transcriptomic evidence supports this as an exploratory finding and requires future validation.

Fatty acid synthase (FASN) is the key rate-limiting enzyme in *de novo* fatty acid synthesis, and its overactivation can lead to accumulation of saturated fatty acids in sebum, promoting abnormal follicular keratinization [27]. Previous studies have confirmed that PPARγ can regulate FASN expression to disrupt sebaceous follicle unit homeostasis and contributes to local inflammatory microenvironment formation [28]. Abnormal lipid synthesis and secretion alter the composition of surface lipids in the skin, thereby impairing stratum corneum barrier function [29]. The transcriptomic data suggested a modest increase in *Fasn* expression in both the Acne_Pressure and Pressure groups, implying that lipid metabolism-related changes may be involved in the response to stress. Altered expression of *Smpd3* may indicate dysregulated sphingolipid metabolism and ceramide-related signaling, potentially contributing to impaired epidermal barrier homeostasis and inflammatory dysregulation in stress-associated acne-like inflammation [30,31]. Nevertheless, the present data do not establish a direct causal relationship between stress-induced lipid metabolic alterations, *C. acnes* colonization, and chronic inflammation. Further functional studies are needed to clarify these potential mechanisms.

Additionally, the changes in the expression of neuroendocrine-related genes in the Acne_Pressure group also highlight the complex interplay between stress and acne pathology. These preliminary analytical findings are consistent with the concept of the ‘brain–skin axis’. Neuroendocrine-related genes such as *Ntf5, Ngf, and Prlr* play a role in skin homeostasis and immune responses [32]. The dysregulation of neuroregulatory pathways and gene expression under the combined conditions of stress and acne suggests the potential of targeting the ‘brain–skin axis’ in novel therapeutic strategies, providing multidimensional diagnostic and treatment approaches for patients who are affected by stress. Overall, stress may modulate acne progression through multi-system interactions, and targeting neuroendocrine–metabolic–immune regulation may represent a new intervention strategy. The interaction between stress and inflammation further complicates the pathogenesis of acne, and interventions that modulate stress mediators may help alleviate stress-induced exacerbation of the disease.

Finally, our study found that stress may contribute to skin barrier dysfunction in acne. In the Acne_Pressure group, genes related to tight junction formation and keratinization, such as members of the *Krt*, *Dsg*, and *Cldn* families, showed significant changes in expression. Dysregulation of these genes may compromise the structural integrity of the skin barrier, increasing susceptibility to external irritants and pathogenic microorganisms, which can further trigger or exacerbate inflammatory responses.

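For single genes of these families in Acne_Pressure versus Control, a comparison added after the data were seen, the log2 fold change was 1.51 for Krt16, 0.62 for Krt2, 0.28 for Krt6b, 0.18 for Krt14 and -0.08 for Krt5. It was -0.02 for Dsg1a, -0.22 for Dsg2 and 0.09 for Dsc2 (chromosome 18, 20163690 to 20192611), a related desmosomal gene. Among the claudins it was 0.02 for Cldn1, 0.13 for Cldn4 and -0.12 for Cldn23. None of these genes, and none of the others listed in Figure 4D, had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Over all genes 0 were DEGs in this comparison, with 699 at an unadjusted p under 0.05. The 77 genes with an unadjusted p under 0.05 and an absolute log2 fold change over 1 were enriched for keratinization, with 12 of 50 genes (adjusted p = 1.9e-13 by Fisher's exact test), for epidermis development (11 of 57) and for cornified envelope (6 of 44). All 12 keratinization genes were higher in Acne_Pressure. Most belong to the Lce family of similar copies, whose counts are less certain, and none is a Krt, Dsg or Cldn gene. Dsc2 had 20.6 ± 16.1 CPM in Acne_Pressure (SD, n = 4) and 19.3 ± 11.5 in Control 1 to 4, or 45.2 ± 41.2 over all 6 Controls, and it differed by -2.41 between left and right Control ears (adjusted p = 0.0209).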

Currently, therapeutic strategies for acne still mainly focus on conventional targets, encompassing antimicrobial, anti-inflammatory and sebum-regulating approaches. These include systemic or topical retinoids to normalize follicular keratinization, antibiotics to suppress the abnormal proliferation of *C. acnes* and control inflammatory progression, as well as oral contraceptives to modulate hormonal levels in female patients [33]. However, clinical outcomes are often suboptimal with high recurrence rates, and the adverse effects associated with long-term treatment frequently place patients in a therapeutic dilemma [34]. Based on the preliminary findings of the present study, future therapeutic development may shift toward multi-target interventions that simultaneously modulate neuroendocrine pathways, lipid metabolism, and inflammatory signaling. Recent advances in traditional Chinese medicine research have provided new therapeutic insights. Certain herbal medicines and their bioactive constituents have demonstrated unique advantages in modulating neuroendocrine activity and suppressing inflammatory responses, thereby offering novel strategies for the management of stress-related acne. For example, spinosin, a flavonoid component derived from *Ziziphi Spinosae Semen*, has been shown to exert sedative and anxiolytic effects, while flavonoids more broadly have demonstrated immunomodulatory properties in chronic inflammatory skin diseases [35,36].Total glycosides from *Cistanche tubulosa* can alleviate chronic stress-induced inflammation and intestinal barrier disruption by regulating HPA axis function and abundance of inflammation-associated gut microbiota [37]. Lipophilic diterpenoid compounds (tanshinones) isolated from *Salvia miltiorrhiza* have also shown therapeutic potential in acne, likely through anti-inflammatory and immunoregulatory mechanisms. Furthermore, above-ground parts of *Paris yunnanensis Franch* attenuate acne progression and promote tissue repair by inhibiting follicular duct dilation and reducing the production of perifollicular proinflammatory cytokines, including IL-6, IL-1β, and TNF-α [38]. Quercetin promotes skin barrier repair and mitigates post-inflammatory hyperpigmentation and scar formation through its antioxidative and antifibrotic effects [39]. Lycopene is expected to prevent and mitigate oxidative stress and chronic inflammation [40]. Based on the preliminary evidence for potential neuroendocrine–metabolic–immune regulatory networks obtained from the present study, future research may further investigate the multi-target advantages of traditional Chinese medicine formulas or isolated bioactive compounds.

There are several limitations in the present study. First, skin barrier dysfunction was inferred from transcriptomic changes in genes encoding structural proteins and tight junction components (e.g., Krt, Dsg, and Cldn family members); direct functional measurements of barrier integrity, such as transepidermal water loss, were not performed and should be included in future studies to confirm these findings. Second, the DEGs identified by RNA-seq were not independently validated by qRT-PCR in the present study; therefore, the transcriptomic findings should be interpreted with appropriate caution and will be confirmed in subsequent targeted studies. In addition, as the present study was conducted using a murine model, the translational relevance of our findings to human acne remains to be established, and transcriptomic pathway analyses should be interpreted as exploratory, and further functional validation studies are required to confirm the identified candidate pathways. Additionally, the present study used only male mice; given the documented sex differences in stress-induced inflammatory responses, future studies should include both sexes to evaluate potential sex-dependent differences in stress–acne interactions. Moreover, the *in vitro* experiments were performed exclusively using the HaCaT immortalized human keratinocyte cell line. Given that acne pathogenesis involves multiple cell types, including sebocytes and immune cells, future studies should incorporate additional relevant cellular components through co-culture systems or three-dimensional skin models to better mimic the *in vivo* microenvironment. Despite these limitations, the present study provides novel insights and experimental evidence into the molecular mechanisms by which stress exacerbates acne.

## Conclusion

In conclusion, our findings suggest that psychological stress may aggravate *C. acnes*-induced acne inflammation in mice, and this process may be associated with alterations in lipid metabolism, neuroendocrine regulation, immune responses, and abnormal skin barrier function. These transcriptomic alterations provide preliminary evidence supporting the possible involvement of neuroendocrine–metabolic–immune interactions in stress-associated acne exacerbation. Nevertheless, the present study does not establish direct causal mechanisms, and further functional validation is required to determine how these pathways contribute to acne progression under psychological stress. These findings may provide a basis for future investigations into multi-target strategies for the management of stress-related acne.

## Supplementary Material

Supplementary Figures S1-S3

## Data Availability

All other data are included in the manuscript and its supplementary files. The RNA-seq data generated in the present study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE325321 [41].

## Abbreviations

ANOVA: analysis of variance
DEGs: differentially expressed genes
ELISA: enzyme-linked immunosorbent assay
FASN: fatty acid synthase
GO: Gene Ontology
H&E: hematoxylin–eosin
HPA: hypothalamic–pituitary–adrenal

# Supplementary material for: Comprehensive analysis of phenotypes and transcriptome characteristics reveal important contribution of chronic stress and inflammation in the pathogenesis of acne
**Source:** Biosci Rep. 2026 Jul 24;46(8):BSR20260230. doi: 10.1042/BSR20260230
**Supplement:** Supplementary Figures S1-S3

**A**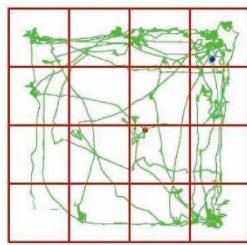

Control

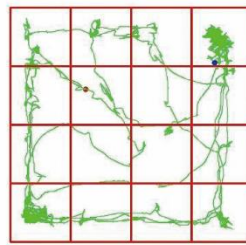

Acne

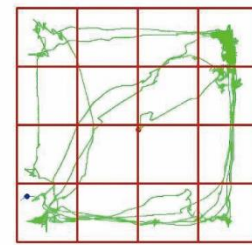

Acne\_Pressure

**B**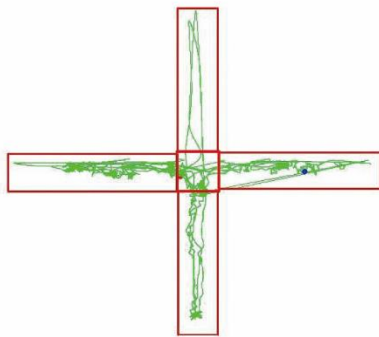

Control

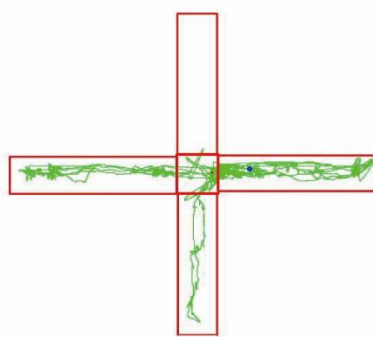

Acne

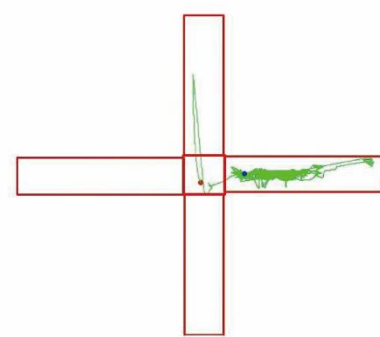

Acne\_Pressure

**C**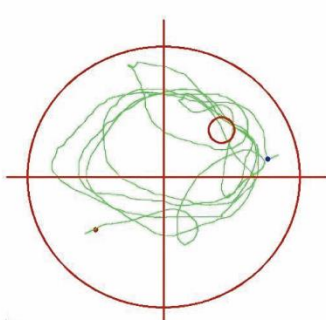

Control

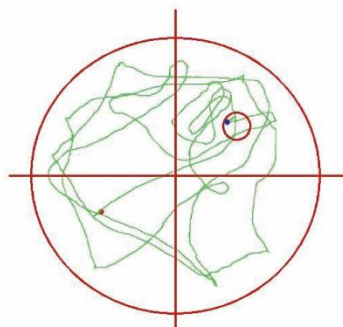

Acne

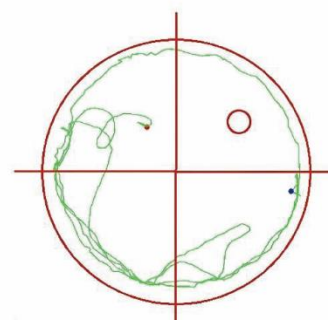

Acne\_Pressure

**Supplementary Figure 1. Results of behavioral experiments**

(A) Open field test – the less total distance traveled by the mice, the lower their activity; shorter time spent in the central zone and fewer entries indicate higher anxiety levels. (B) Elevated plus-maze test – fewer entries into open arms and shorter time spent there suggest more pronounced anxiety-like behavior. (C) Morris water maze test – longer escape latency indicates poorer learning and memory ability; lower percentage of time spent in the target quadrant and fewer platform crossings reflect impaired spatial memory.

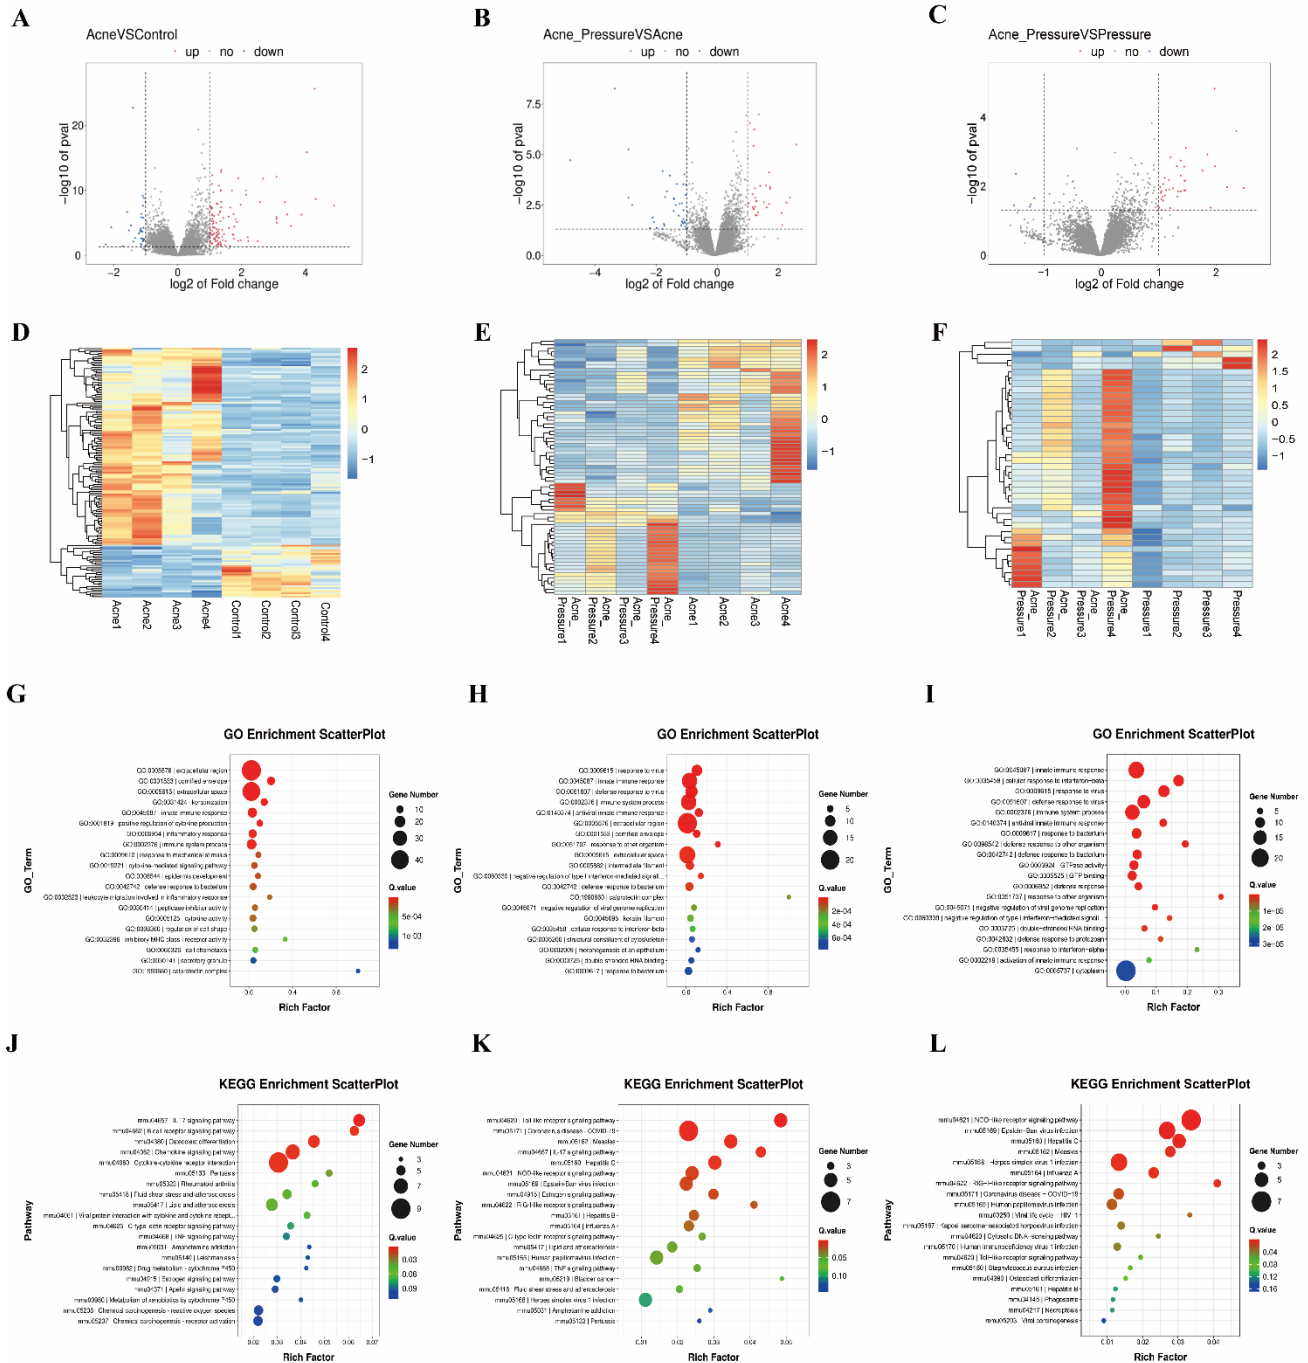

**Supplementary Figure 2. Transcriptome enrichment results**

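A volcano plot sets each gene's log2 fold change against the -log10 of its p. With an unadjusted p under 0.05 and an absolute log2 fold change over 1 as the limits, Acne versus Control has 273 genes, 193 up-regulated and 80 down-regulated.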

(A) Volcano plot for Acne vs Control: red/blue dots indicate significantly upregulated/downregulated genes. (B) Volcano plot for Acne\_Pressure vs Acne: red/blue dots indicate significantly upregulated/downregulated genes. 

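With an unadjusted p under 0.05 and an absolute log2 fold change over 1, Acne_Pressure versus Acne has 37 up-regulated and 27 down-regulated genes. The largest log2 fold change among all genes tested is 2.64 and the lowest -4.76.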

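With an unadjusted p under 0.05 and an absolute log2 fold change over 1, Acne_Pressure versus Pressure has 25 up-regulated and 2 down-regulated genes. The lowest log2 fold change over all genes tested is -1.59.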

(C) Volcano plot for Acne\_Pressure vs Pressure: red/blue dots indicate significantly upregulated/downregulated genes. (D) Cluster heatmap for Acne vs Control: colors from red to blue represent gene expression levels from high to low. (E) Cluster heatmap for Acne\_Pressure vs Acne: colors from red to blue represent gene expression levels from high to low. (F) Cluster heatmap for Acne\_Pressure vs Pressure: colors from red to blue represent gene expression

levels from high to low. **(G)** GO enrichment plot for Acne vs Control: dot size represents the number of genes enriched in each function, colors from red to blue correspond to enrichment significance (smaller Q value indicates higher significance), and Rich Factor indicates the proportion of differential genes in each function. **(H)** GO enrichment plot for Acne\_Pressure vs Acne: dot size represents the number of genes enriched in each function, colors from red to blue correspond to enrichment significance (smaller Q value indicates higher significance), and Rich Factor indicates the proportion of differential genes in each function. **(I)** GO enrichment plot for Acne\_Pressure vs Pressure: dot size represents the number of genes enriched in each function, colors from red to blue correspond to enrichment significance (smaller Q value indicates higher significance), and Rich Factor indicates the proportion of differential genes in each function. **(J)** KEGG enrichment analysis for Acne vs Control. **(K)** KEGG enrichment analysis for Acne\_Pressure vs Acne. **(L)** KEGG enrichment analysis for Acne\_Pressure vs Pressure.

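In these plots the Rich Factor divides the number of differential genes in a term by all genes of the term, so small terms can reach high values from few genes. Cornified envelope with 9 of 44 genes and extracellular region with 40 of 826 in Acne versus Control show the range of term sizes.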

**A**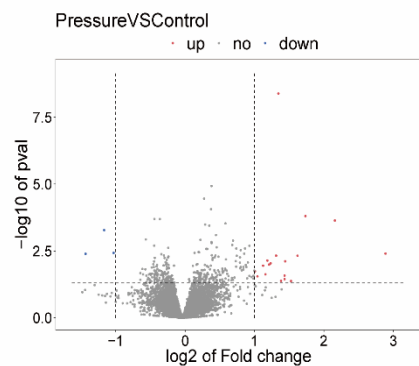**B**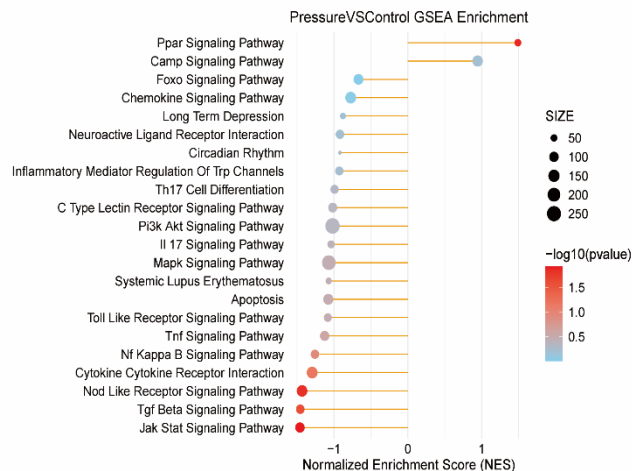

### Supplementary Figure 3. Pressure vs. Control comparison in Transcriptomic analysis

(A) Volcano plot for Pressure vs Control: red/blue dots indicate significantly upregulated/downregulated genes. 

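With an unadjusted p under 0.05 and an absolute log2 fold change over 1, Pressure versus Control has 32 genes, 22 up-regulated and 10 down-regulated. Defense response to bacterium held 5 of 83 genes among them (adjusted p = 0.00862 by Fisher's exact test) and cornified envelope 4 of 44 (adjusted p = 0.0104).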

(B) GSEA pathway enrichment analysis for Pressure vs. Control (n = 4 per group).

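In a GSEA plot, genes are ranked by their difference between groups, and the normalized enrichment score measures how far a pathway's genes gather at one end of the ranking, scaled for the size of the pathway. By preranked enrichment JAK-STAT signaling (adjusted p = 0.00164) and NOD-like receptor signaling (adjusted p = 0.0141) passed in Pressure versus Control, both lower in Pressure. Neither passed by camera (adjusted p = 0.257 for each). Against the Control ears of the same side, Control 4 to 6, both scores changed sign. For normalized enrichment score of Jak Stat Signaling Pathway, Pressure versus Control, the value was then 1.24 (adjusted p = 0.165), and its preranked adjusted p ranged from 0.000965 to 0.580 over the alternatives. For normalized enrichment score of Nod Like Receptor Signaling Pathway, Pressure versus Control, the value was then 1.35 (adjusted p = 0.0474), and -0.99 without Pressure 1 (adjusted p = 0.790), with preranked adjusted p-values from 0.000343 to 0.790 over the alternatives. Between the left and right Control ears NOD-like receptor signaling was higher in left ears, with a mean log2 fold change of 0.19 (adjusted p = 0.0284 by camera), and JAK-STAT signaling was 0.09 (adjusted p = 0.111).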

How the deposited data were processed for this re-analysis (not part of the article)

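RNA from mouse ears was sequenced in 18 libraries, 6 of Control, 4 of Acne, 4 of Acne_Pressure and 4 of Pressure ears. The authors deposited a table of 13260 genes with the number of reads counted on each gene in each library, not normalized, and the FPKM that they computed from those counts. The same table gives the authors' GO and KEGG annotation and the coordinates of each gene. The paper names the sequencing provider and edgeR for the differential test. The paper's text does not name the aligner, the counting tool, the genome build or the annotation version. How reads shared by near-identical genes were counted is not described either. Every gene in the deposited table has an FPKM of at least 1 in 15 or more of the 18 libraries, and 12179 have it in all 18. The lowest mean FPKM of a gene is 1.13. Genes below these levels were not analysed here. For the cytokine proteins measured by ELISA 7 genes were listed by hand, and 6 of them are not among the genes analysed. Symbols occur more than once for 9 genes, 1181 genes carry no GO term and 7741 no KEGG term. No genome reference was used, and coordinates are printed as deposited.

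Groups and replicate numbers follow the sample labels and the column names of the paper's heatmaps. Control 1 to 4 are the Control group and all 6 Control libraries are an alternative. The library with the fewest counts had 53455029 and the one with the most had 69003318, with a median of 61795136 over the 18. At these totals the spread between animals, not counting error, sets the precision.

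The test had been laid down for either unit, with limma if the table held only FPKM and edgeR if it held counts, and the counts decided for edgeR. The setting with a filter at a low mean FPKM belongs to the former and removes no gene of this table. In R 4.3.3, counts were normalized with TMM factors and filtered with filterByExpr in edgeR 4.0.16, and each comparison was fitted with glmQLFit and tested with glmQLFTest on its own libraries. P-values were adjusted by Benjamini-Hochberg over the genes tested. DEGs had an adjusted p under 0.05 and an absolute log2 fold change over 1. Standard errors were derived from the fold change and the F statistic. The interaction of C. acnes and stress was the difference between Acne_Pressure versus Pressure and Acne versus Control, in one fit of the 16 libraries. The 22 KEGG pathways of Figure 4A to C were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with fry, with camera and an estimated correlation, and with fgsea 1.28.0 at a random seed of 1, with adjustment over the 22. GO and KEGG terms with 5 to 500 tested genes, and larger ones that the paper names, were tested by Fisher's exact test, one-sided, against the tested genes with an annotation of that kind. Term sizes count the tested genes. A library's score for a list is the mean log2 CPM of its genes, with a prior count of 0.125, centred on the 16 libraries of replicates 1 to 4.

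The gene lists of Figure 4D to F were read by eye from the figure. The lists written by hand in advance were PPAR targets, clock genes, IL-17 response, neutrophils and macrophages, T cells, interferon response, adipocytes, sebocytes, skeletal muscle, hair keratins, cartilage, erythroid cells, glucocorticoid response and sex-linked genes. The genes named in the text are those the paper names in its results text or in Figure 4D to F, the genes of the ELISA cytokines and, for each comparison, the 3 largest increases and the 3 largest decreases among DEGs whose groups do not overlap. They are summarised where there are many, and 1 gene that this rule covers is not reported here.

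The procedure was tested on simulated counts with 200 changed genes among 13242, drawn from the means and library sizes of these libraries. It called 196 (98%), none in the wrong direction, and 4 unchanged genes. The 200 changes were all larger than the fold change threshold and the spread was taken from Acne versus Control. Power for smaller changes, or in groups with a larger spread, was not simulated. A pathway shifted in the simulation was found with 0 others of 22, and a seeded term ranked 1 among 6082.

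The alternatives were DESeq2 1.42.0, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), no filter on low counts, a mean FPKM of at least 2, median of ratios, quantile normalization, one fit of the 4 groups, library quality weights, all 6 Controls, Control ears of the same side, the ears of a mouse code averaged, a replicate block, an unadjusted p, no fold change threshold, each library left out in turn and edgeR's likelihood ratio test. Splits of the same libraries into other groups were run through the same procedure, all 35 for 4 against 4, all 10 for 3 against 3 and 100 drawn at random for the interaction. Some tests of explanations were replaced, because they ran on the genes that made the pattern or on libraries picked by their values, or because their outcome was fixed.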

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

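The tests on hair follicles, on muscle as a covariate, on pathways without their muscle genes, on library size and on time of day were chosen only after the result was seen, while that on other muscle genes in Pressure 1 and the counts of splits were set down earlier. In each group of 4 libraries, a library was singled out when its gap to the nearest other library took up more of the group's range than Dixon's critical value allows. Of 208 groups tested 16 met this, where 10.4 would by chance.

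Pathway and muscle values stood apart in Acne_Pressure 2 and Pressure 1. In Acne_Pressure 2 the score of MAPK signaling was -0.22 (0.02 to 0.06 in the others), of long-term depression -0.15 (0.03 to 0.06) and of FoxO signaling -0.10 (0.03 to 0.04). In Pressure 1 long-term depression was -0.10 (0.00 to 0.02), FoxO signaling -0.08 (0.04 to 0.06), cAMP signaling -0.25 (0.08 to 0.13) and the skeletal muscle list -3.10 (1.14 to 1.79). The 18 muscle genes, all of them in the table and none in another list, took 0.0186% of the counts in Acne_Pressure 2 and 0.137% in Pressure 1, against 4.41% in Acne_Pressure 1 and 3.86% in Pressure 2. The most abundant genes followed, with Acta1 at 23.3 CPM in Acne_Pressure 2, 252 in Pressure 1 and 9491 in Acne_Pressure 1. A candidate explanation for the muscle list in Pressure 1 is that the piece of ear held less muscle. The list was lower there by -4.47 in the median, with 18 of 18 genes lower. Other genes annotated to muscle contraction were lower by -0.70, with 63 of 76 lower. A bound of 1 had been set for that difference, and it was missed. The reading that the test did not settle the explanation was decided after the value was seen. For the pathway scores, the muscle genes were left out of the pathways. Of the 6 scores, 4 still stood apart, and both scores of long-term depression did not. The bound set for that test had been that under 3 of them would, which 4 of 6 missed, but a whole tissue brings more genes than the list holds, so a share of muscle stays open for these scores. Stress was not tested as a cause, since the other libraries of the same groups had other values.

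In Acne 4 the clock gene list had a score of -1.13 (-0.10 to 0.00 in the other 3 Acne libraries). All 10 genes of the Per and Dbp phase were lower there than in the other Acne libraries, by -1.87 in the median, and Dbp had 15.8 CPM against 143 ± 22.4 (SD, n = 3). Library size was argued against. The total of Acne 4 (58784411) lies between those of Acne 3 (53455029) and Acne 2 (61365687), and 10 of the 10 genes were lower in Acne 4 than in both, by -1.77 in the median against the lower of them, while Acne 3 and Acne 2 differed by 0.07. Genes of the opposite phase were higher, with a median of 1.07, from 1.07 for Bmal1 and 1.23 for Nfil3, while Clock (0.07) lay within the range of the others. This is consistent with collection at another time of day. The labels give no collection time, and an effect of C. acnes on the clock in 1 animal was not tested.

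By the labels the left and right Control ears share their mouse codes, and the test that follows took them as independent. Between the 3 left and 3 right Control ears, which the paper does not compare, 445 of 13248 genes were DEGs, 144 higher and 301 lower in left ears, and 4194 had an unadjusted p under 0.05. Among those whose groups do not overlap, the largest increases were Isg15 (3.31, chromosome 4, 156283912 to 156285253, adjusted p = 0.00188), Krt24 (2.81, chromosome 11, 99170785 to 99176088, adjusted p = 0.00289) and Fosb (2.78, chromosome 7, 19036621 to 19043976, adjusted p = 0.0347). The largest decreases were Krt28 (-5.78, chromosome 11, 99255698 to 99265729, adjusted p = 0.0383), Padi1 (-5.16, chromosome 4, 140540294 to 140573089, adjusted p = 0.0161) and Crym (-5.13, chromosome 7, 119785603 to 119801334, adjusted p = 0.0173). Of the 10 splits of these 6 libraries 1, the real one, gave as many DEGs, and with 10 splits the share cannot be under 0.1. The DEGs were enriched for 50 GO and 3 KEGG terms. Library size was argued against, since 522 genes were called between the 2 left and 2 right Control ears of near-equal library size, Control 2 and 3 against Control 4 and 6, with totals from 63047526 to 64249866 counts. So was the share of muscle, since 431 were called with the muscle list as a covariate.

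A candidate explanation for the left and right Control ears is hair follicles in different growth stages. The hair keratin list, with 19 genes in the table and none in another list, had scores of -0.09, -7.59 and -7.60 in the left ears and 1.83, 3.68 and 3.24 in the right ears. Its most abundant gene, Tchh, had 279, 8.60 and 9.94 CPM in the left ears and 2272, 5741 and 4920 in the right ears. With the list as a covariate 21 genes were called. The score itself separates left from right ears, so such a covariate takes out ear side whatever the cause, and hair stage and ear side cannot be told apart here. This reading of the 21 genes was decided after the value was seen, and the bound set at first would have counted it for hair stage. Handling of the left ears alone and a difference between ears of the same animal stay open and were not tested.

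Between stressed and unstressed mice, the difference in the effect of C. acnes passed by camera in the 2 lists that follow. The random splits moved libraries among all groups, so an effect of C. acnes shared by stressed and unstressed mice also enters them. For that reason the splits cannot decide whether the difference is real for either list. The inflammation genes of Fig. 4E had a median interaction of -0.43, with 14 of 16 lower, and passed by camera (adjusted p = 0.000362), fry (adjusted p = 0.00733) and an estimated correlation (adjusted p = 0.0161). Of 100 random splits 11 gave a value as large. The keratinization genes of Fig. 4D had -0.07, with 19 of 32 lower, and passed by camera (adjusted p = 0.0312) but not by fry (adjusted p = 0.437) or an estimated correlation (adjusted p = 0.713), and 71 of 100 splits gave a value as large. Over all genes 0 of 13256 were DEGs for the interaction, with 1253 genes at an unadjusted p under 0.05. All 100 splits gave at least 0 DEGs, as any split must, so they decide nothing for this count. At an unadjusted p and an absolute log2 fold change over 1 there were 302 genes, and 8 of 100 splits gave as many. Those 302 were enriched for 50 GO and 6 KEGG terms. Lists outside that adjustment had larger interactions, for which no splits are given. The median was 2.21 for interferon response, with 26 of 26 genes higher, and 1.17 for cartilage, with 12 of 12 higher. It was -2.83 for hair keratins, with 19 of 19 lower, and -1.41 for the DEGs of Figure 4F, with 10 of 11 lower. In each of these lists 0 genes passed over all genes. Ear side is part of this contrast, because the Pressure libraries are right ears by the labels.

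The remaining values that stood apart are given without a tested explanation. TGF-beta signaling was 0.01 in Control 4 (0.08 to 0.09 in the others) and -0.09 in Acne 1 (-0.03 to -0.02). The T cell list was 0.53 in Acne_Pressure 1 (-0.01 to 0.08) and the adipocyte list 0.60 in Control 4 (-0.12 to -0.02), which is the only right ear among Control 1 to 4. On the log2 scale the total count was 26.04 in Control 1 (25.93 to 25.94). The log2 CPM of Cd86 was 3.19 in Control 4 (3.58 to 3.64), that of Dgat2 8.83 in Acne_Pressure 1 (8.43 to 8.49) and that of Smpd1 6.92 in Acne_Pressure 1 (7.25 to 7.29). No biological explanation was tested for them.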

How the results depend on the processing

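The likelihood ratio test, the comparison Acne_Pressure versus Control and the values of circadian rhythm, NOD-like receptor and JAK-STAT signaling under the alternatives were chosen after the data were seen; the other alternatives were set before the data were examined. For the changes below the cause was not tested. Control ears of the same side only are Control 1 to 3 for Acne and Acne_Pressure, so for these groups that alternative is the fit without Control 4, and Control 4 to 6 for Pressure. Of the results compared across alternatives, 677 values of group comparisons and 586 values of single genes and single pathways had the same direction and lay on the same side of the threshold. For group comparisons 62 values no longer passed or counted fewer genes, 80 newly passed or counted more, and 60 changed sign. For single genes and single pathways 72 no longer passed, 3 newly passed and 33 changed sign. The inflammation genes of Fig. 4E, Acne versus Control, passed and were higher in Acne in every fit that left out 1 library, with a median log2 fold change of 0.54 to 0.69.

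DEGs, Acne versus Control, numbered 73 with limma on log2(FPKM + 1), 28 with all 4 groups in one fit, 508 with library quality weights, 65 with all 6 Control libraries, 382 with Control ears of the same side only, 48 with the ears of a mouse code averaged, 228 with DESeq2, 216 with the likelihood ratio test, 273 with an unadjusted p under 0.05 and an absolute log2 fold change over 1, and 606 with no fold change threshold, against 129. In that comparison 84 of 129 were up-regulated, against 54 of 73 with limma on FPKM, 70 of 90 with quantile normalization and 57 of 65 with all 6 Controls. Leaving out 1 library gave 8 to 382 DEGs, with the fewest without Control 1 and the most without Control 4. Acne_Pressure versus Acne gave 15 DEGs with DESeq2, 8 with the likelihood ratio test and 64 at an unadjusted p. Acne_Pressure versus Pressure gave 27 at an unadjusted p. Pressure versus Control gave 3 with DESeq2, 1 with the likelihood ratio test and 32 at an unadjusted p. Acne_Pressure versus Control gave 1, 1 and 77 in the same order, and the interaction of C. acnes and stress 29, 7 and 302. DEGs, left versus right Control ears, numbered 2030 with no fold change threshold. In the fits that each left out 1 library the counts were 0 to 1 for Acne_Pressure versus Acne and 0 to 1 for Acne_Pressure versus Pressure, the highest without Acne_Pressure 3, 0 to 2 for Pressure versus Control, the highest without Pressure 2, 0 to 2 for Acne_Pressure versus Control, the highest without Acne_Pressure 1, 269 to 566 for left versus right Control ears, lowest without Control 2 and highest without Control 1, and 0 to 1 for the interaction, with the 1 gene appearing without Acne_Pressure 4 or without Pressure 4.

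GO and KEGG terms, Acne versus Control, numbered 4 with a pseudocount of 0.1 on FPKM, 7 with quantile normalization, 3 with all 4 groups in one fit, 26 with library quality weights, 47 with Control ears of the same side only, 4 with ears averaged, 31 with DESeq2 and 37 with the unadjusted p, against 13. Leaving out 1 library gave 0 to 54 terms, with the fewest without Control 1, Control 2 or Acne 2 and the most without Acne 4. Acne_Pressure versus Acne gave 5 terms with DESeq2 and 25 with the unadjusted p, and Acne_Pressure versus Pressure 32 with the unadjusted p, against 0 on DEGs.

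Of the 22 pathways, Acne versus Control had 0 past the threshold with library quality weights, 8 with all 6 Controls, 0 with Control ears of the same side, 3 by fry and 0 with the correlation estimated for each set, against 5, and 0 to 6 with 1 library left out, fewest without Control 4 and most without Acne 4. Acne_Pressure versus Acne had 5 with a pseudocount of 0.1, 5 with limma on log2(FPKM + 1), 4 with quantile normalization, 4 with library quality weights, 5 with DESeq2, 10 by preranked enrichment, 1 by fry and 0 with an estimated correlation, against 2, and 1 to 6 with 1 library left out, the fewest without Acne 2 or Acne_Pressure 3 and the most without Acne_Pressure 1. Acne_Pressure versus Pressure had 2 with library quality weights, 0 by fry and 0 with an estimated correlation, against 8, and 3 to 10 with 1 library left out, the fewest without Pressure 1 and the most without Acne_Pressure 2. Pressure versus Control had 2 by preranked enrichment, against 0, and 0 to 2 with 1 library left out, the most without Control 4.

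For PPAR signaling pathway, Acne versus Control, the mean log2 fold change of -0.17 no longer passed with all 4 groups in one fit (-0.17, adjusted p = 0.0648), library quality weights (-0.16, 0.0629), Control ears of the same side (-0.04, 0.367), fry (-0.17, 0.213) or an estimated correlation (-0.17, 0.646). Its range with 1 library left out was -0.24 to -0.04, the lowest without Acne 4 and the smallest change without Control 4. For PPAR signaling pathway, Acne_Pressure versus Acne, the value of 0.14 became 0.02 with a pseudocount of 0.1 (adjusted p = 0.0107) and 0.03 with limma on log2(FPKM + 1) (0.00855). At 0.14 it passed with library quality weights (0.00524), at 0.14 with DESeq2 (0.0277), at 0.14 with median of ratios (0.0474) and at 0.14 by preranked enrichment (0.0338), and the lowest adjusted p was 0.000222, without Acne_Pressure 4. Its range with 1 library left out was -0.03 to 0.22, changing sign without Acne_Pressure 1. For PPAR signaling pathway, Acne_Pressure versus Pressure, the value of -0.21 did not pass with library quality weights (-0.21, adjusted p = 0.0553), fry (-0.21, 0.807) or an estimated correlation (-0.21, 0.507), and ran from -0.36 to 0.00 with 1 library left out, the ends without Acne_Pressure 1 and without Pressure 2. For PPAR signaling pathway, Pressure versus Control, the value of 0.16 became -0.05 with Control ears of the same side, and ran from -0.06 to 0.29 with 1 library left out, below 0 without Pressure 2 and highest without Control 4.

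Of the gene lists of Figure 4 in Acne versus Control, the neuro-related median of -0.01 became 0.12 with library quality weights and 0.09 with Control ears of the same side, the lipid median of -0.13 became 0.01 with Control ears of the same side, and the junction median of 0.06 became -0.06 with all 6 Controls and -0.05 with ears averaged. These medians, with 1 library left out, ran from -0.10 to 0.09, -0.20 to 0.01 and -0.01 to 0.07. The neuro-related and lipid medians rose above 0 without Control 4, to 0.09 and 0.01, and the junction median fell to -0.01 without Acne 3.

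The neuro-related median of 0.03 in Acne_Pressure versus Acne became -0.12 with a pseudocount of 0.1, -0.05 with limma on log2(FPKM + 1) and -0.08 with library quality weights. The keratinization median of -0.02 was -0.13, -0.13 and -0.06 under the same alternatives and no longer passed, nor did it at -0.02 with DESeq2, -0.02 by fry or -0.02 with an estimated correlation. The inflammation median did not pass by fry (-0.15). The neuro-related median, with 1 library left out, ran from -0.10 to 0.09, the keratinization median from -0.23 to 0.07 and the junction median from -0.25 to 0.04, each highest without Acne_Pressure 1. The inflammation median ran from -0.29 to -0.14 and the lipid median from 0.04 to 0.18.

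The inflammation median of 0.20 in Acne_Pressure versus Pressure did not pass with library quality weights (0.14), fry (0.20) or an estimated correlation (0.20), and ran from 0.09 to 0.32 with 1 library left out, lowest without Acne_Pressure 4 and highest without Acne_Pressure 2. The junction median of -0.03 became 0.03 with library quality weights, and the neuro-related median of -0.04 became 0.02 with a mean FPKM of at least 2. With 1 library left out the lipid median ran from -0.02 to 0.08, the keratinization median from 0.00 to 0.22 and the junction median from -0.14 to 0.05, with the first below 0 and the others highest without Acne_Pressure 1.

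In Pressure versus Control the neuro-related median of 0.00 became -0.04 with a pseudocount of 0.1, -0.03 with limma on log2(FPKM + 1), -0.01 with quantile normalization, -0.00 with one fit and -0.03 with a mean FPKM of at least 2. The keratinization median of 0.08 became -0.01 with quantile normalization and -0.02 with Control ears of the same side. The inflammation median of 0.10 passed with all 6 Controls (0.07), with Control ears of the same side (0.09) and with ears averaged (0.08), as did the lipid median of 0.19 with all 6 Controls (0.16) and ears averaged (0.17). The junction median of -0.00 was 0.00 with DESeq2, 0.00 with median of ratios, 0.06 with a mean FPKM of at least 2 and -0.04 with ears averaged. With 1 library left out the lipid median ran from 0.10 to 0.23, the neuro-related from -0.09 to 0.08, the keratinization from 0.00 to 0.12 and the junction from -0.02 to 0.03. The lowest lipid median came without Pressure 2.

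In Acne_Pressure versus Control the junction median of 0.02 became -0.08 with a pseudocount of 0.1, -0.07 with limma on log2(FPKM + 1), -0.03 with quantile normalization, -0.08 with all 6 Controls and -0.06 with ears averaged, and passed by camera, which does not test the sign of the median, at 0.01 with Control ears of the same side. The keratinization median of 0.14 passed with library quality weights (0.10) and with Control ears of the same side (0.15). They ran, with 1 library left out, from -0.08 to 0.12 and -0.02 to 0.32, each highest without Acne_Pressure 1.

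Single pathways and single genes changed sign as well. The normalized enrichment score of Nod Like Receptor Signaling Pathway, Pressure versus Control, was -1.62. It became 1.35 with Control ears of the same side (adjusted p = 0.0474), and was -0.99 without Pressure 1. The normalized enrichment score of Jak Stat Signaling Pathway, Pressure versus Control, was below 0 and became 1.24 with Control ears of the same side (adjusted p = 0.165), and was -1.25 without Control 2. Il36g in Acne_Pressure versus Acne became -0.01 with a pseudocount of 0.1 and -0.01 with limma on log2(FPKM + 1), Ntf5 became -0.12, -0.05 and, with library quality weights, -0.10, and Prlr became 0.01 with quantile normalization. In Acne_Pressure versus Control, Dgat2 became -0.00 with a pseudocount of 0.1, -0.00 with limma on log2(FPKM + 1), -0.04 with quantile normalization and -0.01 with library quality weights, and Prlr became 0.05 with library quality weights and 0.05 with Control ears of the same side. With 1 library left out, in Acne_Pressure versus Acne, Prlr ran from -0.21 to 0.09, above 0 without Acne_Pressure 1, Cd86 from -0.23 to 0.11, above 0 without Acne_Pressure 2, and Ntf5 from -0.11 to 0.25, lowest without Acne_Pressure 1 or Acne_Pressure 3. Smpd3 ran from -0.21 to 0.43 and Il36g from -0.18 to 0.35, each lowest without Acne_Pressure 4. In Acne_Pressure versus Control, Prlr ran from -0.21 to 0.08, highest without Acne_Pressure 1, and Fasn from -0.19 to 0.58 and Dgat2 from -0.03 to 0.12, each lowest without Acne_Pressure 1.

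The groups share replicate numbers, so a fit with the number as a replicate block was run. The numbers did not pair the libraries. The correlations of same-numbered libraries' deviations from their group means were -0.19, 0.22, -0.17 and 0.26 in Acne versus Control, -0.40, 0.11, 0.13 and -0.24 in Acne_Pressure versus Acne, and -0.79, -0.63, 0.44 and 0.30 in Acne_Pressure versus Pressure. They were 0.03, 0.01, -0.14 and -0.08 in Pressure versus Control, -0.12, 0.09, -0.58 and -0.51 in Acne_Pressure versus Control, and -0.44, -0.13 and -0.02 between the Control ears of a mouse code. With the replicate block there were 121 DEGs and 5 terms in Acne versus Control, and 0 DEGs in Acne_Pressure versus Pressure, with 185 genes (1.40%) at an unadjusted p under 0.05. The neuro-related medians were 0.00 in Acne versus Control and -0.06 in Acne_Pressure versus Acne, Ntf5 in the latter was -0.06, Circadian rhythm pathway, Acne versus Control, was -0.22 (adjusted p = 0.0359), the enrichment scores of NOD-like receptor and JAK-STAT signaling in Pressure versus Control were -1.44 and -1.56, neither past the threshold, the inflammation median in Acne_Pressure versus Pressure was 0.17, and the junction median in Acne_Pressure versus Control was -0.00.

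Depth limited little here, since the smallest library had 53455029 counts on genes. On simulated counts of this depth and group size, library quality weights called 195 of 200 changed genes and 5 unchanged genes of 13242, DESeq2 197 and 14, and the likelihood ratio test 198 and 14. These counts had the spread of Acne versus Control and changes larger than the fold change threshold only. The deposited table holds no gene under a mean FPKM of 1.13, so leaving out the filter on low counts gave 129 DEGs again in Acne versus Control and says nothing about genes at lower levels.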

Differences from the paper's values

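No test in this part was chosen after the result was seen, apart from the likelihood ratio test and the comparison Acne_Pressure versus Control. The paper's normalized enrichment score of IL-17 signaling in Acne_Pressure versus Acne is about -1.9 in Fig. 4B, read by eye. Here it was -2.23, with a jackknife SD of 0.31 over the libraries. Of the alternatives set before the data were examined, the score was within that error of the paper's under limma on log2(FPKM + 1) and on log2(FPKM + 0.1), each -1.91, under a mean FPKM of at least 2 (-2.20), library quality weights (-1.86) and the replicate block (-2.01). It was not under no filter on low counts (-2.25), median of ratios (-2.26), quantile normalization (-2.30) or one fit of the 4 groups (-2.22).

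The paper reports DEGs in Acne_Pressure versus Acne, Acne_Pressure versus Pressure and Pressure versus Control, where 0 genes passed here and 649, 153 and 749 had an unadjusted p under 0.05. With the unadjusted p and the fold change threshold there were 64, 27 and 32. DESeq2 gave 15 in Acne_Pressure versus Acne and 3 in Pressure versus Control, and the likelihood ratio test, chosen after seeing the values, gave 8 and 1. Leaving out Acne_Pressure 3 gave 1 DEG in each of the comparisons of Acne_Pressure with Acne and with Pressure, and leaving out Pressure 2 gave 2 in Pressure versus Control.

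The paper names keratinization and intermediate filament terms in Acne_Pressure versus Acne and inflammatory response in Acne_Pressure versus Pressure. On the genes at an unadjusted p, keratinization held 3 of 50 (adjusted p = 0.202 by Fisher's exact test), intermediate filament 3 of 101 (adjusted p = 0.807) and inflammatory response 0 of 228. The paper names chemokine, IL-17 and cytokine receptor pathways and lipid and atherosclerosis among the KEGG terms. Here 0 of 333 KEGG terms passed on the DEGs of Acne versus Control, where chemokine and IL-17 signaling passed as whole pathways by camera and cytokine-cytokine receptor interaction by preranked enrichment (adjusted p = 0.000873), and lipid and atherosclerosis had an adjusted p of 0.295 in Acne_Pressure versus Acne.

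The paper lists apoptosis among the pathways enriched in Acne versus Control, where it had an adjusted p of 0.102 by camera and 0.581 with an estimated correlation, and passed by fry (0.0287) and preranked enrichment (0.00852). It states that lipid pathways were not enriched in Acne versus Control, whereas the PPAR signaling pathway was lower there by -0.17 (adjusted p = 0.0111). The paper's own normalized enrichment score of that pathway is about -2.1 in Fig. 4A, read by eye, against -1.73 here, within the jackknife SD of 0.82. The paper gives PPAR signaling as enriched in Acne_Pressure versus Acne, with a score of about 1.6 in Fig. 4B, read by eye, against 1.53 here. For PPAR signaling pathway, Acne_Pressure versus Acne, the adjusted p here was 0.0547, and it passed with DESeq2 (0.0277), median of ratios (0.0474), library quality weights (0.00524), limma on log2(FPKM + 1) (0.00855) and on log2(FPKM + 0.1) (0.0107), preranked enrichment (0.0338), and without Acne 3 (0.0273), Acne 4 (0.00212), Acne_Pressure 2 (0.00801) or Acne_Pressure 4 (0.000222). Neuroactive ligand-receptor interaction, which the paper gives only as a trend, passed by preranked enrichment (adjusted p = 0.0280). The paper gives PPAR signaling as enriched under stress alone, with a score of about 1.5 in Supplementary Fig. S3B, read by eye, against 1.49 here. By preranked enrichment that score had an adjusted p of 0.0640 and an unadjusted p of 0.0175. For PPAR signaling pathway, Pressure versus Control, the adjusted p by camera was 0.257 here, and 0.00102 without Pressure 1 and 0.0389 without Control 4.

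The paper names Dgat2, Smpd3, Cd86, Il36g, Stat3 and Smpd1 as changed under the combined treatment, and none was a DEG, with adjusted p-values of at least 0.941 in Acne_Pressure versus Acne. The Krt, Dsg and Cldn genes it gives as changed in Acne_Pressure had 0 with an adjusted p under 0.05 against Control among the genes of Figure 4D, where 4 keratinization and 3 junction genes had an unadjusted p under 0.05. The 77 genes of that comparison at an unadjusted p with the fold change threshold were enriched for keratinization (12 of 50, adjusted p = 1.9e-13 by Fisher's exact test), epidermis development and cornified envelope, and the 12 hold no Krt, Dsg or Cldn gene. The paper describes the keratin and junction gene changes as more pronounced in Acne_Pressure, whereas the median absolute log2 fold change against Control was 0.20 in Acne_Pressure and 0.37 in Acne for the keratinization genes, and 0.14 and 0.32 for the junction genes. For the PPAR signaling pathway in Acne_Pressure versus Control, a comparison added after the data were seen, the mean log2 fold change was -0.04 (adjusted p = 0.413).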

Other observations

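The tests on fat tissue, on muscle as a covariate and on interferon response genes were chosen only after the result was seen, and the counts of splits were set down earlier. Among the 35 splits of the 8 libraries of Acne versus Control, 1, the real split, gave as many DEGs and 1 as many GO and KEGG terms. One split, again the real one, gave as many genes at an unadjusted p with the fold change threshold (273), and 6 gave as many terms of those genes (37). For the 5 pathways it was 12 splits, for PPAR signaling 12, for the inflammation genes 1, the lipid genes 2, the neuro-related genes 33, the keratinization genes 1 and the junction genes 15. The pathway calls and PPAR signaling are therefore reached by other splits of these libraries too.

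Among the 35 splits of Acne_Pressure versus Acne, 35 gave at least the 0 DEGs and 35 at least the 0 terms, 9 as many genes at an unadjusted p (64) and 7 as many terms of those genes (25). Any split gives at least 0, so splits decide nothing for a count of 0, here or in the comparisons below. For the 2 pathways it was 15 splits, for PPAR signaling 16, for the inflammation genes 12, the lipid genes 3, the neuro-related genes 30, the keratinization genes 32 and the junction genes 19. For Acne_Pressure versus Pressure, 35 splits gave at least the 0 DEGs, 35 the 0 terms, 15 as many genes at an unadjusted p (27) and 3 as many terms of those genes (32). For the 8 pathways it was 3 splits, for PPAR signaling 18, for the inflammation genes 11, the lipid genes 21, the neuro-related genes 29, the keratinization genes 24 and the junction genes 30.

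In Pressure versus Control, 35 of 35 splits gave at least the 0 DEGs, 9 as many genes at an unadjusted p (32) and 35 at least the 0 pathways. For PPAR signaling it was 23 splits, for the inflammation genes 4, the lipid genes 2, the neuro-related genes 35, the keratinization genes 22 and the junction genes 34. In Acne_Pressure versus Control, 35 splits gave at least the 0 DEGs, 11 as many genes at an unadjusted p (77), 14 a keratinization median and 34 a junction median as large. The 77 genes were enriched for 3 GO terms: keratinization, 12 of 50 genes (adjusted p = 1.9e-13 by Fisher's exact test), epidermis development, 11 of 57 (adjusted p = 3.0e-11), and cornified envelope, 6 of 44 (adjusted p = 2.8e-04).

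A candidate explanation for the PPAR signaling values is the share of fat tissue in the libraries. Of the 18 adipocyte markers, all in the table, 9 are also in another list and 10 lie outside the PPAR pathway. Their abundant genes varied widely, from 150 to 887 CPM for Fabp4 and from 317 to 1933 for Car3, with the lowest values in Pressure 1 and the highest in Pressure 2. With the 10 markers as a covariate, the mean log2 fold change of the pathway became 0.01 in Acne versus Control (adjusted p = 0.851), -0.02 in Acne_Pressure versus Acne (adjusted p = 0.980), -0.01 in Acne_Pressure versus Pressure (adjusted p = 0.527) and -0.04 in Pressure versus Control (adjusted p = 0.928). This is consistent with a difference in fat content. It does not exclude a change of PPAR signaling itself, which acts on many of the same genes in fat cells.

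With the skeletal muscle list as a covariate, the PPAR signaling values became -0.07 in Acne versus Control (adjusted p = 0.211) and -0.09 in Acne_Pressure versus Pressure (adjusted p = 0.133), so a share of muscle may account for part of these. The value in Acne_Pressure versus Acne was 0.15 (adjusted p = 0.0125), which argues against muscle there. In Pressure versus Control it was 0.15 (adjusted p = 0.0990), against 0.16 without the covariate, and neither passed, so the test did not decide. Fat and muscle varied together in Pressure 1 and Pressure 2, so their effects are only partly separable.

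The interferon response list, with 26 genes in the table and none in another list or in Figure 4, was higher in Acne_Pressure than in Pressure by 1.34 in the median, with 26 of 26 genes higher. There 0 genes passed over all genes or adjusted over the list alone, and 19 had an unadjusted p under 0.05. The median in Acne_Pressure versus Acne was 1.31, again with 26 of 26 higher, 0 past over all genes, 20 adjusted over the list alone and 21 at an unadjusted p. In left versus right Control ears it was 1.68, with 20 past over all genes and 26 adjusted over the list alone. The scores were 1.00, 1.15, 0.02, -1.25, -0.99 and -0.55 in Control 1 to 6, -1.06, -0.60, 0.14 and -0.40 in Acne, 0.59, 0.96, -0.20 and 1.68 in Acne_Pressure, and -1.59, 0.00, -0.52 and 0.06 in Pressure. Parp14, among the abundant genes of the list, had 83.3, 112 and 55.7 CPM in Control 1 to 3 and 36.8, 37.3 and 45.5 in Control 4 to 6. A single library does not account for the difference between Acne_Pressure and Pressure, since the median was 0.99 without Acne_Pressure 4, the highest. Ear side might. The mean score of left minus right Control ears was 1.66 (exact permutation test, two-sided, p = 0.1, the smallest possible), that of Acne_Pressure minus Pressure 1.27 (exact permutation test, p = 0.0857), and that of the Acne left ears minus the right Control ears 0.45 (exact permutation test, p = 0.229, with 0.0286 the smallest possible). The last value leaves ear side and treatment open, and they cannot be told apart for this list.

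The other lists had these median log2 fold changes in Acne versus Control. PPAR targets (51 genes) changed by -0.20, clock genes (19) by -0.63, the IL-17 response (21) by 0.41, neutrophils and macrophages (12) by 0.68, T cells (6) by 0.41 and interferon response by -0.91. Adipocytes (18) changed by -0.43, sebocytes (16) by -0.38, skeletal muscle (18) by -0.58, hair keratins (19) by 1.94, cartilage (12) by -0.77, erythroid cells (5) by 0.26, the glucocorticoid response (15) by -0.13 and sex-linked genes (4) by 0.09. Over all genes 2, 2, 3, 6, 1, 0, 1, 3, 1, 0, 4, 0, 1 and 0 of them passed in that order, and adjusted over the list alone 6, 3, 7, 9, 3, 0, 3, 6, 1, 0, 9, 0, 3 and 0. The interferon list had 5 genes at an unadjusted p under 0.05, and the hair keratin, erythroid and sex-linked lists had 0. Of the neutrophil and macrophage genes 6, and of the IL-17 genes 5, are also in lists of Figure 4. Acne 4 weighs on the clock gene values here and in Acne_Pressure versus Acne. Its clock score was -1.13, against 0.00, -0.02 and -0.10 in Acne 1 to 3 and 0.04 to 0.22 in Control 1 to 4.

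In the same order, the medians in Acne_Pressure versus Acne were 0.18, 0.42, -0.16, -0.15, -0.15, 1.31, 0.43, 0.34, 0.75, -1.22, 0.57, 0.07, 0.19 and -0.01, with 0 genes past over all genes in each list. In Pressure versus Control they were 0.11, -0.11, 0.02, 0.09, 0.07, -0.90, 0.35, 0.18, 0.37, 1.69, -0.57, 1.16, 0.23 and 0.04, again with 0 past. The genes at an unadjusted p under 0.05, again in that order, numbered 3, 2, 6, 3, 0, 21, 2, 6, 0, 0, 5, 0, 5 and 0 in Acne_Pressure versus Acne and 0, 4, 0, 2, 1, 1, 0, 0, 0, 0, 4, 0, 2 and 0 in Pressure versus Control. Between left and right Control ears the lists written by hand with the most genes past over all genes were interferon response, PPAR targets (18, median -0.17), clock genes (10, median 0.47) and adipocytes (9, median -0.74). The keratinization genes of Fig. 4D had 12 past there, with a median of -0.14.

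Across genes, which are not independent replicates, the deviation of Acne_Pressure 2 from its group mean had a correlation of 0.867 with that of Pressure 1, and Acne_Pressure 1 one of 0.753 with Pressure 2. These are the highest of the 16 pairs of a library of Acne_Pressure with one of Pressure. Acne_Pressure 2 and Pressure 1 had the lowest shares of muscle counts, 0.0186% and 0.137%. Acne_Pressure 1 and Pressure 2 had the highest, 4.41% and 3.86%. Whether muscle content accounts for the correlations was not tested. Same-numbered pairs had -0.79, -0.63, 0.44 and 0.30. The labels give the Pressure libraries the mouse codes of the Acne_Pressure libraries. A test that takes libraries varying together across the groups as independent gives fewer small p-values than 5%, and in Acne_Pressure versus Pressure 1.16% of the genes had an unadjusted p under 0.05, so the 0 DEGs there do not show that the groups were alike. Whether these libraries come from the same mice was not settled.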
